# Omics for understanding the tolerant mechanism of *Trichoderma asperellum* TJ01 to organophosphorus pesticide dichlorvos

**DOI:** 10.1186/s12864-018-4960-y

**Published:** 2018-08-08

**Authors:** Qiong Wu, Mi Ni, Guisheng Wang, Qianqian Liu, Meixia Yu, Jun Tang

**Keywords:** *Trichoderma asperellum*, Dichlorvos, Transcriptome, Metabolome, Tolerance mechanism

## Abstract

**Backgroud:**

Though it is toxic to humans, dichlorvos is a widely used chemical pesticide and plays an important role in the control of plant pests. The application of a combination of the biocontrol agent *Trichoderma* with dichlorvos may reduce the need for chemical pesticides. Therefore, revealing the specific molecular mechanism of *Trichoderma* tolerance to dichlorvos has become particularly important.

**Results:**

In this study, using transcriptome and metabolome analyses, changes in primary and secondary metabolisms in *Trichoderma asperellum* TJ01 were comprehensively studied in the presence of dichlorvos. A novel C_2_H_2_ zinc finger protein gene, zinc finger chimera 1 (*zfc1*)*,* was discovered to be upregulated, along with a large number of oxidoreductase genes and ABC transporter genes under dichlorvos stress. In addition, gas chromatography-mass spectrometry (GC-TOF-MS), and liquid chromatography-mass spectrometry (LC-QQQ-MS) data revealed the global primary and secondary metabolic changes that occur in *T. asperellum* TJ01 under dichlorvos stress.

**Conclusions:**

The tolerance mechanism of *T. asperellum* TJ01 to dichlorvos was proposed. In addition, the absorption and residue of dichlorvos were analyzed, laying the foundation for elucidation of the mechanism by which *T. asperellum* TJ01 degrades pesticide residues.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-018-4960-y) contains supplementary material, which is available to authorized users.

## Background

Dichlorvos is an important organic phosphorus pesticide with fast-acting and broad-spectrum activity that has been in use in agricultural production for more than 50 years. However, it causes severe pollution of soil and water [1, 2]. The strong toxicity in non-target organisms poses a considerable threat to the environment and to humans [3]. Therefore, controlling pests with biological agents has garnered much attention in the field of plant protection.

*Trichoderma* is the most widely used and studied fungus in the biological control field. It offers the advantages of high activity and environmental safety. However, due to the limitations of its slow start-up and short shelf life, among others, *Trichoderma* cannot be used to completely replace chemical pesticides. At present, the ideal control strategy may be a combination of *Trichoderma* and dichlorvos, which would allow for a reduction in the amount of pesticides used while achieving the desired control effect [4]. Additionally, *Trichoderma* may contribute to the degradation of dichlorvos residues in the environment. As the tolerance of *Trichoderma* to dichlorvos directly affects the control afforded by the combination of the two pesticides, it is particularly important to investigate the mechanisms of *Trichoderma* tolerance to dichlorvos.

Until now, the tolerance mechanisms of *Trichoderma* to chemical pesticides have only been studied at the physiological and biochemical levels. These results have led to two hypotheses regarding the mechanisms of *Trichoderma* tolerance. The first is that *Trichoderma* is not recognized by chemical pesticides due to changes at target sites. For example, the main action of the fungicide benzimidazole is to bind the β-tubulin of a plant pathogen, thereby inhibiting its mitosis and morphogenesis. *Trichoderma viride* exhibits reduced affinity to pesticides due to mutations in the tubulin protein, resulting in its ability to tolerate benzimidazoles [5]. The second hypothesis is that *Trichoderma* effectively metabolizes or degrades some chemical pesticides. It was discovered that *Trichoderma harzianum* could degrade organochlorine insecticides via its oxidation system [6].

Transcription factors are important players in fungal tolerance to chemical pesticides and pharmaceutical drugs. In *Saccharomyces cerevisiae*, the zinc finger protein transcription factor pleiotropic drug resistance 1 (Pdr1) and its homologous protein Pdr3 are directly involved in the pleiotropic drug response and activate and suppress the expression of anti-drug-related genes, respectively. These regulators of drug-resistance-related genes include multiple ATP binding cassette (ABC) transporter genes, such as *pdr5*, *pdr10,* and *pdr15* [7–9]. In *Aspergillus fumigatus*, the Zn2-Cys6 ABC-transporter regulating transcription factor (AtrR) provides resistance against azoles by regulating the expression of the drug target gene, *Cytochrome P450 Family 51 Subfamily A* (*cyp51A*) and the ABC transporter gene *cdr1B* [10]. In summary, transcription factors may regulate ABC transporter proteins for the removal of harmful substances from drug-resistant fungi and may also control the expression of the target protein recognized by the drug.

In this study, *T. asperellum* TJ01 was selected as it rapid growth, and high inhibition effect and tolerance to dichlorvos. The transcriptome and metabolome profiles were featured to study the tolerance mechanisms of *T. asperellum* TJ01 to dichlorvos. Meanwhile, the absorption and degradation of dichlorvos by *T. asperellum* TJ01 were also analyzed. The tolerance mechanisms discussed here should lay the foundation for use of *T. asperellum* TJ01 in the degradation of pesticide residues.

## Results

### Impact of dichlorvos on growth of *T. asperellum* TJ01

In this study, we determined the effect of dichlorvos on the growth of *T. asperellum* by solid medium cultrue. After culture on Potato Dextrose Aga (PDA) plates for 3 d, comparing with control, the fungi could grow well when exposured to dichlorvos (100 μg/mL), however, changes in the colony size and mycelium morphology of *T. asperellum* TJ01 were more and more evident as the concentration of dichlorvos increased (Fig. 1a). A nitrogen-poor medium, Burk medium, was also tested for this interaction. Similar tolerance phenotype was observed in a dichlorvos-dependent manner (Fig. 1b).

**Fig. 1:**
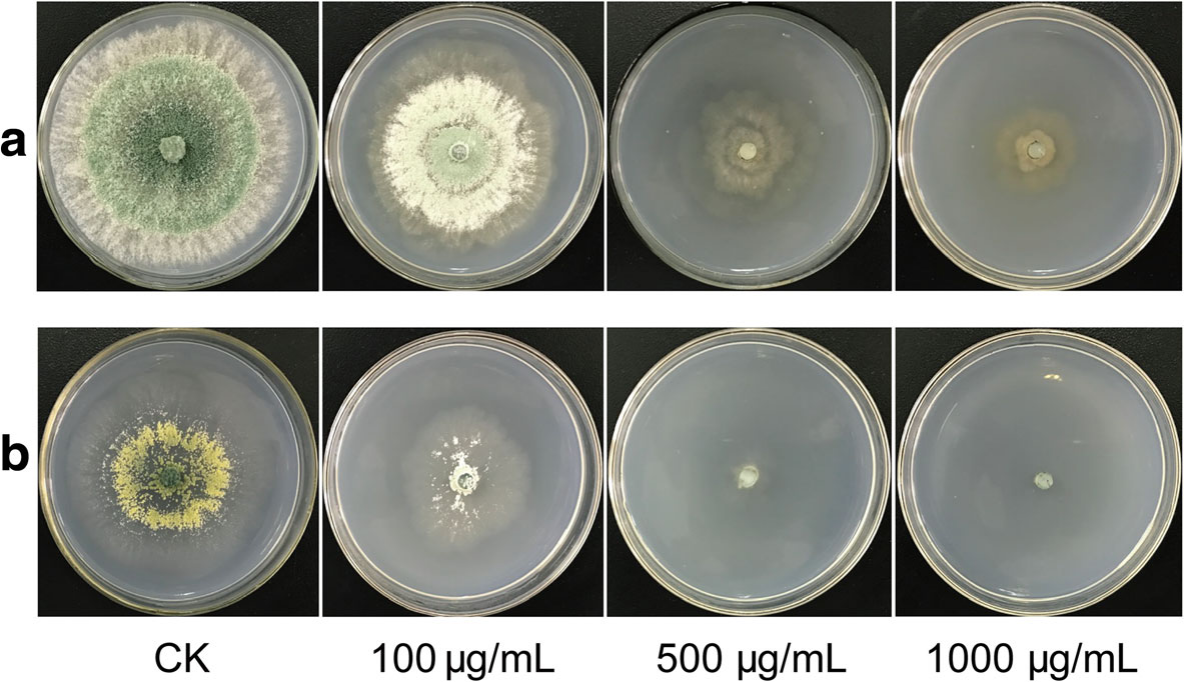
Morphology of *T. asperellum* TJ01 under dichlorvos stress after 3-d cultivation. **a** PDA plate; **b** Burk plate

### Global impact of dichlorvos on *T. asperellum* TJ01

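Spores of T. asperellum TJ01, a filamentous fungus of the genus Trichoderma, were grown in potato dextrose medium for 24 h, and the mycelia were moved to Burk broth with 0, 100, 500 or 1000 μg/mL dichlorvos, an organophosphorus insecticide, for another 24 h at 28 °C and 180 rpm. RNA of each group was sequenced in 3 libraries, 12 libraries in all, and the untreated group (CK) is called the control here. The authors deposited FPKM values (fragments per kilobase of transcript, scaled to the mapped fragments of each library) of 11647 genes, named by the identifiers of the Trias1 genome of the JGI. The aligner and the program behind the FPKM values are not given in the sources used here. FPKM are already divided by gene length and by library size, so the number of reads behind each library is unknown. The FPKM of all genes summed to between 895521 and 958261 per library. The smallest steps between low FPKM values gave a depth of control replicate 1 of 0.825 times that of control replicate 2, and of 0.983 to 1.02 times in the other libraries. Across genes, which are not independent replicates, the correlation of log2(FPKM + 1) was 0.984 between control replicates 2 and 3, but 0.897 and 0.895 between control replicate 1 and these 2, and it was at least 0.970 within each dichlorvos group. The median FPKM of the 8916 genes with a mean FPKM of at least 1 was 25.7 in control replicate 1, 15.2 and 16.4 in control replicates 2 and 3, and between 18.1 and 23.6 in the treated libraries. The methods state that each experiment was repeated 3 times. The log2 ratios of mean FPKM differed from the fold changes in Additional file 7 of the paper by a median of 0.0027, 0.0030 and 0.0031 at the 3 doses when control replicate 1 was left out, with 95.9% to 96.6% of the 146 entries within 0.015. With all 3 controls the median difference was 0.260, 0.260 and 0.259. The paper's comparisons therefore rest on 11 libraries, and its text gives no reason for leaving out control replicate 1. Values over these 11 libraries are given first below, followed by values over all 12. The rule named in the methods (NOISeq, probability above 0.8 and absolute log2 ratio above 1) was rewritten from its definition, with a mean of 0 replaced by 0.01, and its probability is not a p-value. In addition, log2(FPKM + 1) of the 8916 genes was tested with limma, with all groups in 1 fit, and a gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1.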

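Over the 11 libraries, the NOISeq rule called 204, 489 and 871 genes higher than in the control at 100, 500 and 1000 μg/mL dichlorvos, and 36, 176 and 383 genes lower. With control replicate 1 included, it called 59, 174 and 384 genes higher and 15, 43 and 144 lower. All 59, 174 and 384 of these higher genes were among the genes called over 11 libraries, as were 4, 27 and 121 of the lower genes. limma called 684, 1502 and 2312 genes higher and 94, 384 and 685 lower over 11 libraries, and 410, 948 and 1715 higher and 48, 310 and 696 lower over 12. In both sets and by both tests the number of higher genes and the number of lower genes rose with the dose. The change between neighbouring doses was tested in the same limma fits. From 100 to 500 μg/mL, 302 genes were higher and 92 lower over 11 libraries, against 171 and 23 over 12. From 500 to 1000 μg/mL, 626 genes were higher and 297 lower over 11 libraries, against 483 and 189 over 12. By the moderated F-test of limma, 5070 genes over 11 libraries and 3034 over 12 differed among the 4 groups at an adjusted p under 0.05. Control replicate 1 differed more than 2-fold from the mean of the other controls in 3605 of the 8916 genes, 2741 of them higher. Over all tested genes the median log2 fold change was 0.20, 0.28 and 0.37 over 11 libraries and 0.02, 0.10 and 0.18 over 12. The balance of higher and lower genes depends on this shift. At 1000 μg/mL higher genes made up 77.1% of the limma calls over 11 libraries and 71.1% over 12, but 53.3% over 12 when each library was centred on its median, and 46.3% when this was combined with leaving out control replicate 1, an alternative chosen after the data were seen. When 1 dose and the control were fitted alone over 12 libraries, 148 genes were called higher and 6 lower at 100 μg/mL.

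**Figure D1:**
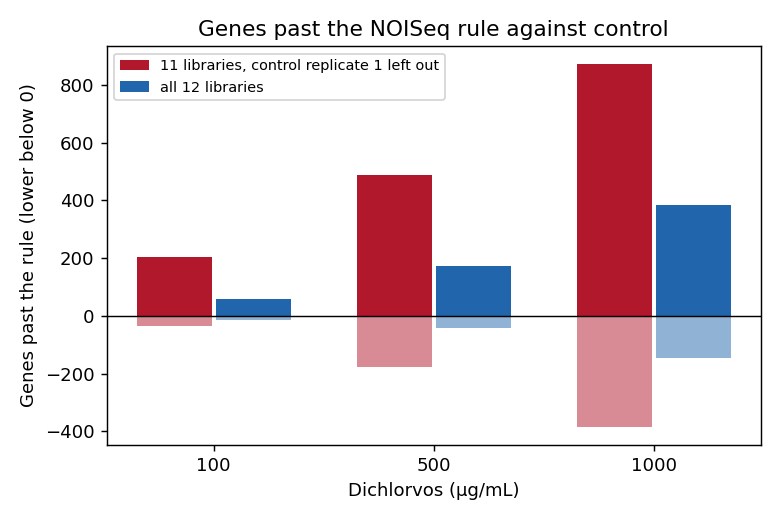
Number of genes past the NOISeq rule against the control (y axis, genes called lower drawn below 0) at each dichlorvos dose in μg/mL (x axis). Red bars are the 11 libraries without control replicate 1 and blue bars all 12 libraries; at 1000 μg/mL the bars reach 871 and 384 genes called higher.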

Based on RNA-seq analysis, in *T. asperellum* TJ01 treated with 100 μg/mL, 500 μg/mL, and 1000 μg/mL dichlorvos, 204, 490, and 872 genes were significantly upregulated, respectively, while 37, 177, and 383 genes were significantly downregulated, respectively (Fig. 2a).

**Fig. 2:**
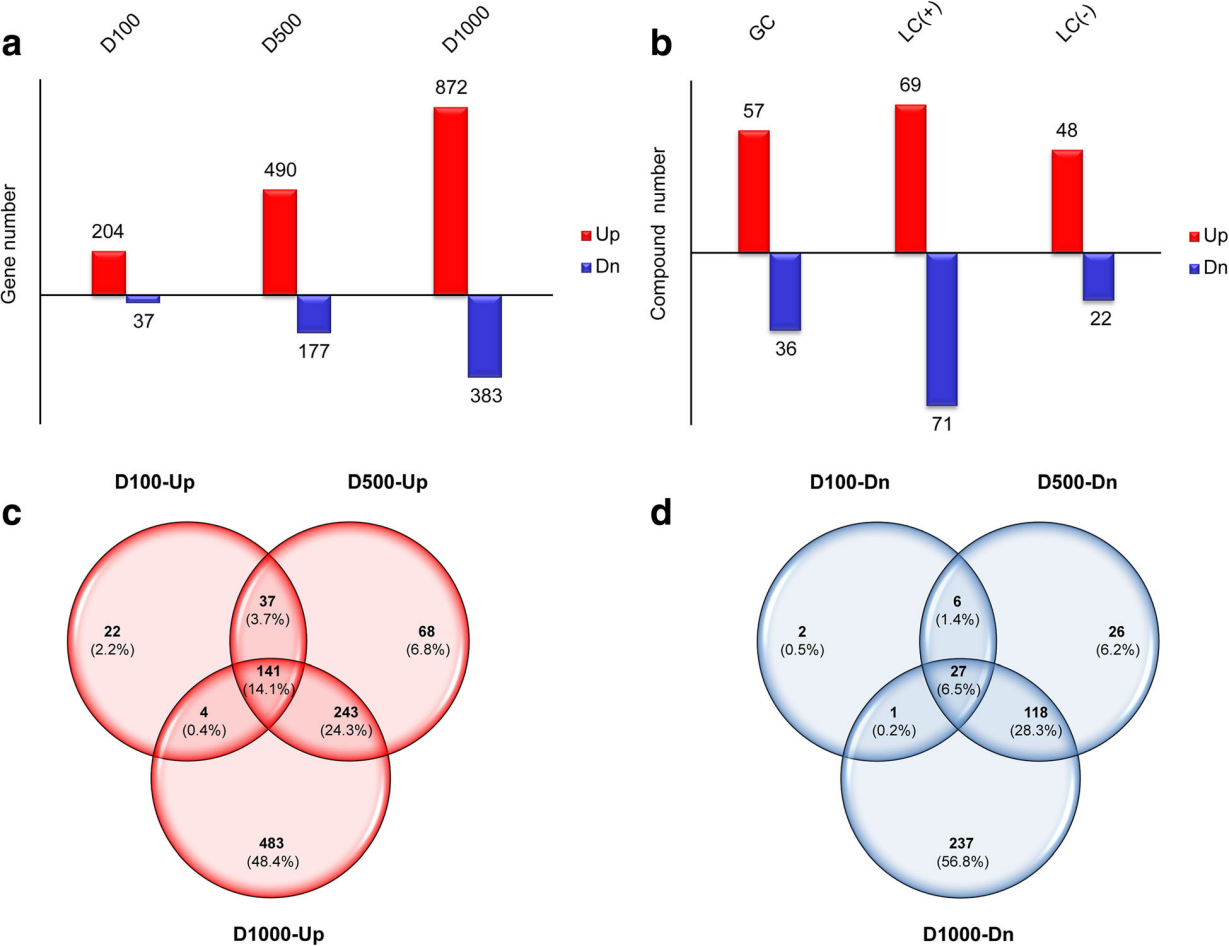
Global impact of dichlorvos on *T. asperellum* TJ01 based on multiomics analysis*.* **a** Number of significantly differentially expressed genes based on RNA-seq analysis of *T. asperellum* TJ01 after treatment with dichlorvos for 24 h. D100: 100 μg/mL dichlorvos treatment/CK; D500: 500 μg/mL dichlorvos treatment/CK; D1000: 1000 μg/mL dichlorvos treatment/CK; **b** Compounds that were significantly altered in *T. asperellum* TJ01 after treatment with 500 μg/mL dichlorvos for 24 h. GC: GC-TOF-MS, LC(+): LC-QQQ-MS(+), LC(−): LC-QQQ-MS(−). Red: significantly upregulated, blue: significantly downregulated; **c**, The relationship of significantly upregulated genes in *T. asperellum* TJ01 treated with 100 μg/mL, 500 μg/mL, and 1000 μg/mL dichlorvos; **d**, The relationship of significantly downregulated genes in *T. asperellum* TJ01 treated with 100 μg/mL, 500 μg/mL, and 1000 μg/mL dichlorvos

Following GC-TOF-MS analysis of *T. asperellum* TJ01 for 24 h, 232 compounds were obtained. Compared with the control sample, the sample treated with dichlorvos exhibited 57 compounds that were significantly upregulated and 36 compounds that were significantly downregulated. Following LC-QQQ-MS (+) analysis of *T. asperellum* TJ01 for 24 h, 323 compounds were obtained. Compared with the control sample, the sample treated with dichlorvos treatment exhibited 69 compounds that were significantly upregulated and 71 compounds that were significantly downregulated. Finally, LC-QQQ-MS (−) analysis of *T. asperellum* TJ01 for 24 h resulted in the attainment of 173 compounds. Compared with the control sample, dichlorvos treatment led to significant upregulation of 48 compounds and significant downregulation of 22 compounds (Fig. 2b).

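Of the genes called higher by the NOISeq rule over the 11 libraries, 141 were called at all 3 doses, 37 at 100 and 500 μg/mL only, 4 at 100 and 1000 μg/mL only and 243 at 500 and 1000 μg/mL only. A further 22, 68 and 483 genes were called higher at 100, 500 or 1000 μg/mL alone. Of the lower genes, 27 were called at all 3 doses, 117 at 500 and 1000 μg/mL only and 238 at 1000 μg/mL alone. Over all 12 libraries, 41 higher and 9 lower genes were called at all 3 doses. limma called 529 genes higher and 62 lower at all 3 doses over 11 libraries, and 313 higher and 36 lower over 12. The 3 comparisons share the control libraries, which by itself makes their fold changes alike. Across genes, the fold changes over 12 libraries correlated with 0.580 between 100 and 1000 μg/mL and with 0.850 between 500 and 1000 μg/mL. In 20 simulations with no change at any dose and 1 spread per gene for all groups, the mean correlation was 0.497 and 0.499, with a maximum of 0.525 and 0.532. The controls spread more than the treated groups, and in 20 simulations with the spread of the control and of the treated groups taken separately, which were added after the data were seen, it was 0.810 and 0.809, with a maximum of 0.818 and 0.817. The correlation at 500 and 1000 μg/mL was above the maximum of both. That at 100 and 1000 μg/mL was above the maximum of the first only. The simulations included no link between libraries with the same number. In the data, the deviations of such libraries from their groups correlated across genes with between -0.319 and 0.495. The maxima do not cover such links. In the first simulations limma called 0 genes at all 3 doses, and in the second at most 15 higher and 13 lower (means 6.55 and 6.9).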

Then, the relationship of significantly changed genes in *T. asperellum* TJ01 treated with 100 μg/mL, 500 μg/mL, and 1000 μg/mL dichlorvos were illustrated by the venn diagram (Fig. 2c and d). While, the compounds detected via GC-TOF-MS, LC-QQQ-MS (+), and LC-QQQ-MS (−) have no coincident.

### Impact of dichlorvos on primary metabolism of *T. asperellum* TJ01

Transcriptome profile analysis of *T. asperellum* TJ01 treated with 500 μg/mL dichlorvos showed that a citrate synthase, isocitrate dehydrogenase, and succinate dehydrogenase were significantly upregulated after treatment with dichlorvos (see Additional file 1). 

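Additional file 1 lists 4 genes. The annotation in the deposited table describes them as a citrate synthase (jgi_Trias1_200927), an isocitrate dehydrogenase (jgi_Trias1_139899) and the flavoprotein (jgi_Trias1_67943) and iron-sulfur (jgi_Trias1_51244) subunits of a succinate dehydrogenase. For jgi_Trias1_67943, called the flavoprotein gene here, this is only the first of several KEGG entries. Its closest match is a hypothetical protein of Trichoderma atroviride, so its name is uncertain. The citrate synthase gene had 182 ± 31.8 FPKM (SD, n = 2) in control replicates 2 and 3, 173 in control replicate 1 and 427 ± 32.6 (SD, n = 3) at 500 μg/mL. Its log2 fold change at 500 μg/mL was 1.24 (standard error 0.17, adjusted p = 0.000142 from limma) over 11 libraries and 1.26 (standard error 0.17, adjusted p = 0.000282) over 12. It was 0.85 and not called without control replicate 1 and with median centring, an alternative chosen after the data were seen. The isocitrate dehydrogenase gene had 85.3 ± 23.1 FPKM (SD, n = 2) in control replicates 2 and 3, 127 in control replicate 1 and 182 ± 29.8 (SD, n = 3) at 500 μg/mL. Its log2 fold change from limma was 1.1 (standard error 0.20, adjusted p = 0.000993) over 11 libraries, where it was called, and 0.90 (standard error 0.23, adjusted p = 0.0133) over 12, where it stayed under the fold-change threshold. Without replicate 3 of the 500 μg/mL group it was 1.04 and called. The flavoprotein gene had 0.26 ± 0.13 FPKM (SD, n = 2) in control replicates 2 and 3, 0.21 in control replicate 1 and 13.9 ± 3.99 (SD, n = 3) at 500 μg/mL. The change was 3.52 on the log2 scale (standard error 0.38, adjusted p = 2.44e-05) over 11 libraries and 3.54 (standard error 0.36, adjusted p = 2.45e-05) over 12, and the size of this change depends on the pseudocount, since the control lies near 0. The iron-sulfur gene changed by 0.59 (standard error 0.14, adjusted p = 0.00637) over 11 libraries and 0.50 (standard error 0.16, adjusted p = 0.0467) over 12, and was called in neither set. By the NOISeq rule the first 3 genes were called at 500 μg/mL over 11 libraries, and none of the 4 over 12. In each of the 4 genes the 3 libraries at 500 μg/mL lay above the 3 controls (exact permutation test, two-sided p = 0.1, the smallest that 3 libraries against 3 allow).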

LC-QQQ-MS analysis of *T. asperellum* TJ01 treated with 500 μg/mL dichlorvos showed that citric acid and isocitrate were significantly downregulated, while succinic acid, fumaric acid, and malic acid were not significantly altered. Thus, comprehensive analysis of transcriptome and metabolome data suggested that dichlorvos has obvious effect on the tricarboxylic acid (TCA) cycle of *T. asperellum* TJ01 (Fig. 3a).

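At 1000 μg/mL the log2 fold change of citrate synthase was 1.61 over 11 libraries and 1.63 over 12. That of the flavoprotein gene, whose annotation is uncertain, was 4.64 and 4.66. Isocitrate dehydrogenase changed by 0.96 and 0.76 and was not called at this dose in either set. The iron-sulfur subunit reached 1.03 over 11 libraries, where it was called, and 0.94 over 12, where it was not. At 100 μg/mL citrate synthase (1.34 and 1.36), isocitrate dehydrogenase (1.44 and 1.24) and the flavoprotein gene (1.57 and 1.59) were called by limma in both sets. From higher transcript levels of these enzymes together with lower citric acid and isocitrate and unaltered succinic, fumaric and malic acid, the paper proposes that dichlorvos acts on the TCA cycle. The metabolite measurements are not analysed here.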

**Fig. 3:**
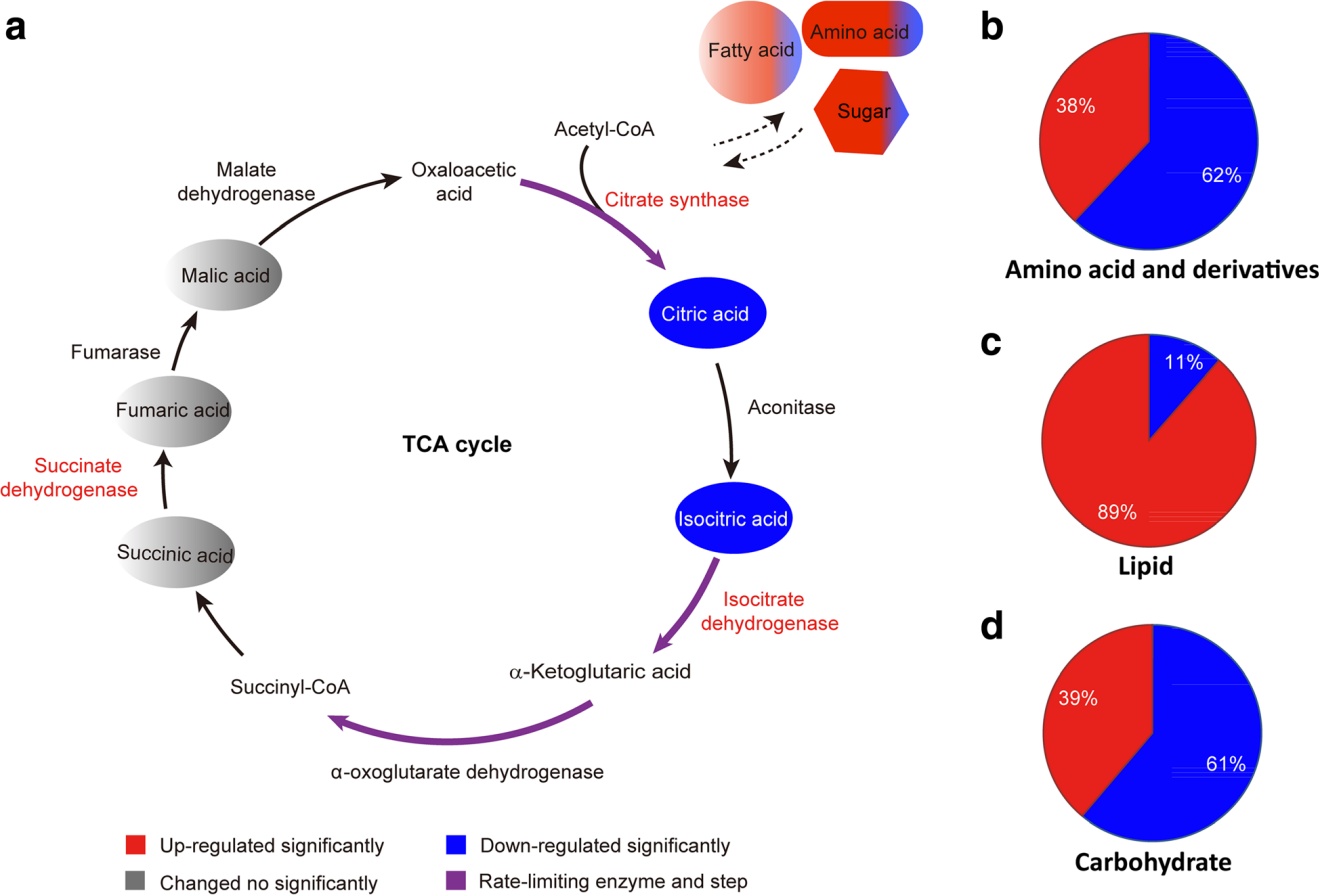
Impact of dichlorvos on primary metabolism of *T. asperellum* TJ01 based on multiomics analysis*.* **a** Impact of dichlorvos on TCA cycle based on RNA-seq, GC-TOF-MS, and LC-QQQ-MS analysis; **b** Impact of dichlorvos on metabolism of amino acids and derivatives based on GC-TOF-MS and LC-QQQ-MS analysis; **c** Impact of dichlorvos on lipid metabolism based on GC-TOF-MS and LC-QQQ-MS analysis; **d** Impact of dichlorvos on carbohydrate metabolism based on GC-TOF-MS and LC-QQQ-MS analysis. Red: significantly upregulated, blue: significantly downregulated, grey: not significantly altered, purple: rate-limiting step

KEGG analysis based on RNA-seq of *T. asperellum* TJ01 with 500 μg/mL dichlorvos treatment showed that 189 genes related to amino acid metabolism, 93 genes related to lipid metabolism, and 60 genes related to carbohydrate metabolism were significantly altered by dichlorvos. 

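The deposited table gives KEGG orthology entries for 6624 of the 11647 genes and no pathway classes, so the paper's 3 classes could not be rebuilt. Of the 665 genes called at 500 μg/mL by the NOISeq rule over 11 libraries, 455 had a KEGG entry, and of the 217 called over 12 libraries, 143 had one. Gene Ontology process terms, which the table gives for 1884 genes, name an amino acid process for 40 genes, a lipid process for 27 and a carbohydrate process for 26. At 500 μg/mL the rule called 5 of the amino acid, 3 of the lipid and 2 of the carbohydrate genes over 11 libraries, and 3, 1 and 1 over 12. limma called 8, 4 and 3 of them over 11 libraries and 8, 3 and 2 over 12. These terms cover a smaller set of genes than KEGG pathways, and the tallies are not counts of the same classes.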

LC-QQQ-MS and GC-TOF-MS analysis of *T. asperellum* TJ01 treated with 500 μg/mL dichlorvos showed that, compared with the control, 16 (38%) amino acids and derivatives were significantly upregulated, while 26 (62%) were significantly downregulated (Fig. 3b; Additional file 2). Moreover, seven (39%) carbohydrates were significantly upregulated and 11 (61%) were significantly downregulated (Fig. 3c; Additional file 3), while 39 (89%) lipids were significantly upregulated and five (11%) were significantly downregulated (Fig. 3d; Additional file 4).

### Impact of dichlorvos on secondary metabolism of *T. asperellum* TJ01

In *T. asperellum* TJ01 treated with 100 μg/mL, 500 μg/mL, and 1000 μg/mL dichlorvos, 32, 81, and 67 genes about secondary metabolism, respectively, were significantly altered based on RNA-seq analysis (Additional file 5). LC-QQQ-MS and GC-TOF-MS analysis of *T. asperellum* TJ01 treated with 500 μg/mL dichlorvos showed that, compared with the control, four flavonoids (5-methoxyflavanone, dihydromyricetin, afzelechin, and 4′-hydroxy-5,7-dimethoxyflavanone), one flavonol [isorhamnetin (3′-methoxyquercetin)], and three alkaloids (piperidine, pipecolate, and galactinol) were significantly upregulated, while one alkaloid (trigonelline) was significantly downregulated (Fig. 4; Additional file 6). In addition to these, many other secondary metabolites were significantly altered, such as griseofulvin, carnitine, and hycanthone.

**Fig. 4:**
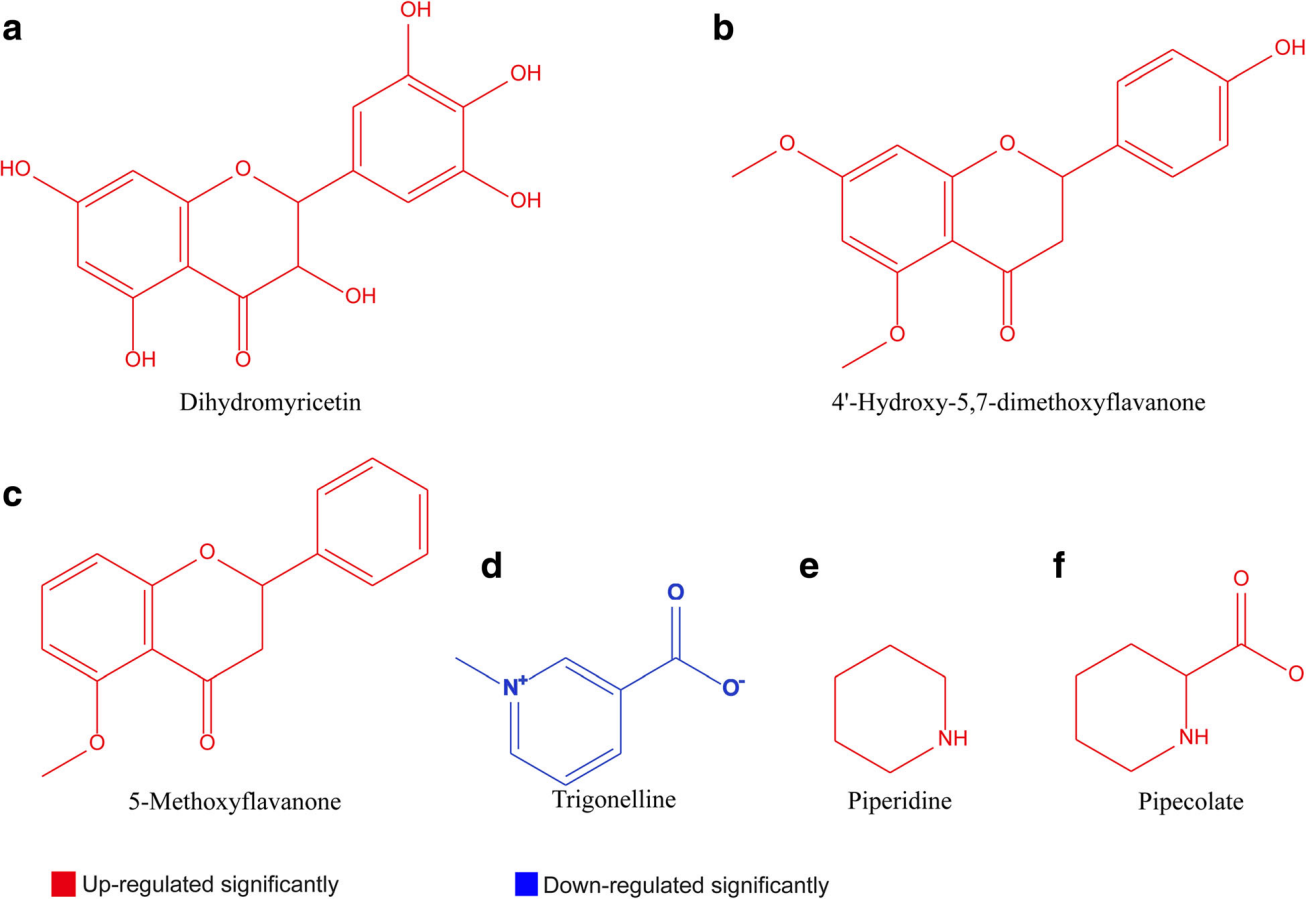
Impact of dichlorvos on secondary metabolism of *T. asperellum* TJ01 based on GC-TOF-MS and LC-QQQ-MS analysis. **a**, Dihydromyricetin; **b**, 4'-hydroxy-5,7-dimethoxyflavanone; **c**, 5-methoxyflavanone; **d**, Trigonelline; **e**, Piperidine; **f**, Pipecolate. Red: significantly upregulated, blue: significantly downregulated

### Impacts of dichlorvos on *T. asperellum* TJ01 transcription factors and stress resistance genes

In order to reveal the mechanisms of *T. asperellum* TJ01 tolerance to dichlorvos, detoxification- and tolerance-related genes were analyzed. Comparing with control, after 24 h of treatment with dichlorvos, five transcriptional regulators were significantly upregulated (Table 1). 

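Table 1 lists 9 genes. Over the 11 libraries, 5 of them were called higher at 1 or more doses and 4 lower, both by the NOISeq rule and by limma. Over all 12 libraries the rule called jgi_Trias1_65433 higher and no other gene, and limma called 4 genes higher and none lower. jgi_Trias1_138659 had 21.1 ± 5.85 FPKM (SD, n = 2) in control replicates 2 and 3, 79.6 in control replicate 1 and 88.2 ± 10.4 (SD, n = 3) at 1000 μg/mL. At that dose the log2 fold change was 2.03 (standard error 0.28, adjusted p = 7.82e-05 from limma) over 11 libraries and 1.4 (standard error 0.45, adjusted p = 0.0267) over 12. At 100 μg/mL it was lower, with -0.93 (adjusted p = 0.0415) over 11 libraries and -1.56 (adjusted p = 0.0607) over 12, called in neither set. The call at 1000 μg/mL was lost when control replicate 2 (1.22) or 3 (0.95), or replicate 1 (1.35) or 2 (1.35) of the 1000 μg/mL group, was left out of the 12, when this dose was fitted with the control alone, or by the rule over 12. jgi_Trias1_134576 changed by 1.31 (adjusted p = 0.00011) at 1000 μg/mL over 11 libraries and by 1.03 (adjusted p = 0.00554) over 12. Its value was 0.78 and not called with the libraries centred on their median, 0.83 when control replicate 1 was left out as well (chosen after the data were seen), 0.99 with the libraries rescaled to TPM, and 0.94, 0.85 and 0.86 without control replicate 2, control replicate 3 or replicate 2 of the 1000 μg/mL group. jgi_Trias1_145144 changed by 2.17 (adjusted p = 0.000909) at 1000 μg/mL over 11 libraries and by 1.45 (adjusted p = 0.0597) over 12, with 2.98 and 10.6 FPKM in control replicates 2 and 3 and 28.9 in control replicate 1. With 1 of the 12 libraries left out at a time, the change of jgi_Trias1_145144 at 1000 μg/mL ranged from 0.71 to 2.17. jgi_Trias1_153157 was called at 500 μg/mL only, with 1.29 (adjusted p = 0.000542) over 11 libraries and 1.14 (adjusted p = 0.0032) over 12. The 4 lower genes were jgi_Trias1_131828, jgi_Trias1_135397, jgi_Trias1_30770 and jgi_Trias1_48262. At 1000 μg/mL they fell by between 1.24 and 1.34 on the log2 scale over 11 libraries, and by between 0.52 and 0.75 over 12, where none was called. With 1 of the 12 libraries left out at a time, their weakest changes were -0.36, -0.10, -0.45 and -0.42, in the order named. In control replicate 1 their FPKM were 235, 94.7, 49.1 and 63.8, against means of 813, 488, 170 and 196 in the other controls. The annotation in the deposited table calls 3 of the 9 a fungal twist-like factor, jgi_Trias1_65433 a C2H2 zinc finger-containing protein by its closest match in another Trichoderma species, jgi_Trias1_138659 a phosphoadenosine phosphosulfate reductase and jgi_Trias1_30770 a 1-pyrroline-5-carboxylate dehydrogenase.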

Meanwhile, a large number of redox proteins were significantly upregulated, including 49 peroxidases, 13 P450 monooxygenases, 23 glutathione metabolism proteins, two superoxide dismutases, five catalases, and 41 thioredoxins (Fig. 5; Additional file 7).

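Additional file 7 lists 123 different genes in 146 entries, all of them in the deposited table and past the filter of limma. Over the 11 libraries, 115 of the 123 were called higher at 1 or more doses by the NOISeq rule and 8 were called lower only. limma called 114 higher over 11 libraries. Over all 12 libraries the rule called 64 genes higher and limma 107. Adjusted over the list alone, limma called 114 higher over 11 libraries and 108 over 12, which is not independent evidence, since the study chose the list on these libraries. In the peroxisome class, the rule called 45 of 49 genes higher over 11 libraries and 25 over 12, and limma 45 and 43. For P450 monooxygenases the rule called 12 of 13 over 11 libraries and 7 over 12, and limma 11 and 9. In glutathione metabolism the counts were 23 of 23 over 11 libraries and 12 over 12 by the rule, and 23 and 21 by limma. Both superoxide dismutase genes were called higher over 11 libraries by both tests, and over 12 libraries 1 by the rule and both by limma. Of the 5 catalase genes, 3 were called higher over 11 libraries by both tests, and over 12 libraries 1 by the rule and 3 by limma. The largest change at 1000 μg/mL over 12 libraries was that of jgi_Trias1_74481, a glutathione S-transferase listed under both glutathione metabolism and thioredoxin, with 0.49 ± 0.43 FPKM (SD, n = 3) in the control and 466 ± 52.7 (SD, n = 3) at 1000 μg/mL. The log2 fold change of this gene was 8.43 (standard error 0.33, adjusted p = 2.45e-09 from limma) over 11 libraries. Over 12 libraries it was 8.33 (standard error 0.32, adjusted p = 2.52e-09). The size of this change depends on the pseudocount, since the control lies near 0. As a log2 ratio of mean FPKM it was 10.15 over 11 libraries and 9.88 over 12. The gene with the largest change of the peroxisome class was jgi_Trias1_56572, with 3.76 over 11 libraries and 4.03 over 12. Its first KEGG entry is a succinate-hydroxymethylglutarate CoA-transferase. That of the P450 class was jgi_Trias1_198776, with 4.97 in both sets. The annotation names it a dimethylaniline monooxygenase (N-oxide forming) and not a P450. The superoxide dismutase genes jgi_Trias1_73687 and jgi_Trias1_73190 changed by 2.57 and 1.81 over 11 libraries and by 2.25 and 1.87 over 12. In glutathione metabolism jgi_Trias1_49059 changed least at 1000 μg/mL, by 0.81 over 11 libraries and by 0.29 over 12, and by -0.20 without control replicate 3. limma called 7 listed genes lower at 1 or more doses over 12 libraries, all of them at 1000 μg/mL. It also called jgi_Trias1_52822 lower at 500 μg/mL, with -1.79 over 11 libraries and -1.96 over 12. At 500 μg/mL it called jgi_Trias1_136021 and jgi_Trias1_55267 lower over 11 libraries only (-2.24 and -1.77). At 1000 μg/mL the 7 include the catalases jgi_Trias1_52822 (-3.47 over 11 libraries and -3.65 over 12), jgi_Trias1_48513 (-1.03 and -1.11, after 1.76 and 1.69 at 100 μg/mL) and jgi_Trias1_71163 (-1.82 and -1.69). The others are the fungal nitric oxide reductase jgi_Trias1_136021 of the P450 class (-4.53 and -3.72), the oxidase jgi_Trias1_55267 (-3.54 and -2.75), the epoxide hydrolase jgi_Trias1_43112 (-1.37 and -1.16, and -0.97 and not called without control replicate 3) and jgi_Trias1_180772. The rule over 12 libraries did not call jgi_Trias1_48513, jgi_Trias1_71163 and jgi_Trias1_43112 lower. The nitric oxide reductase gene had 664 FPKM in control replicate 1 and 3631 ± 139 (SD, n = 2) in the other controls. The catalase jgi_Trias1_197596 rose most in its class, by 2.36 over 11 libraries and 2.97 over 12, with 3.55 FPKM in control replicate 1 against 15.0 ± 1.61 (SD, n = 2) in the others.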

**Table 1:**
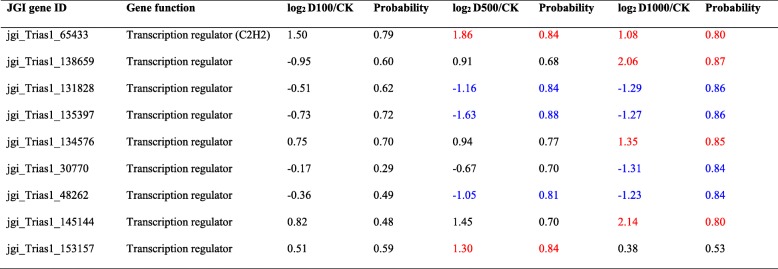
Impact of dichlorvos with different concentrations on transcription regulator of *T. asperellum* TJ01 after 24 h treatment based on RNA-seq

Red represents up-regulated significantly, while blue represents down-regulated significantly

**Fig. 5:**
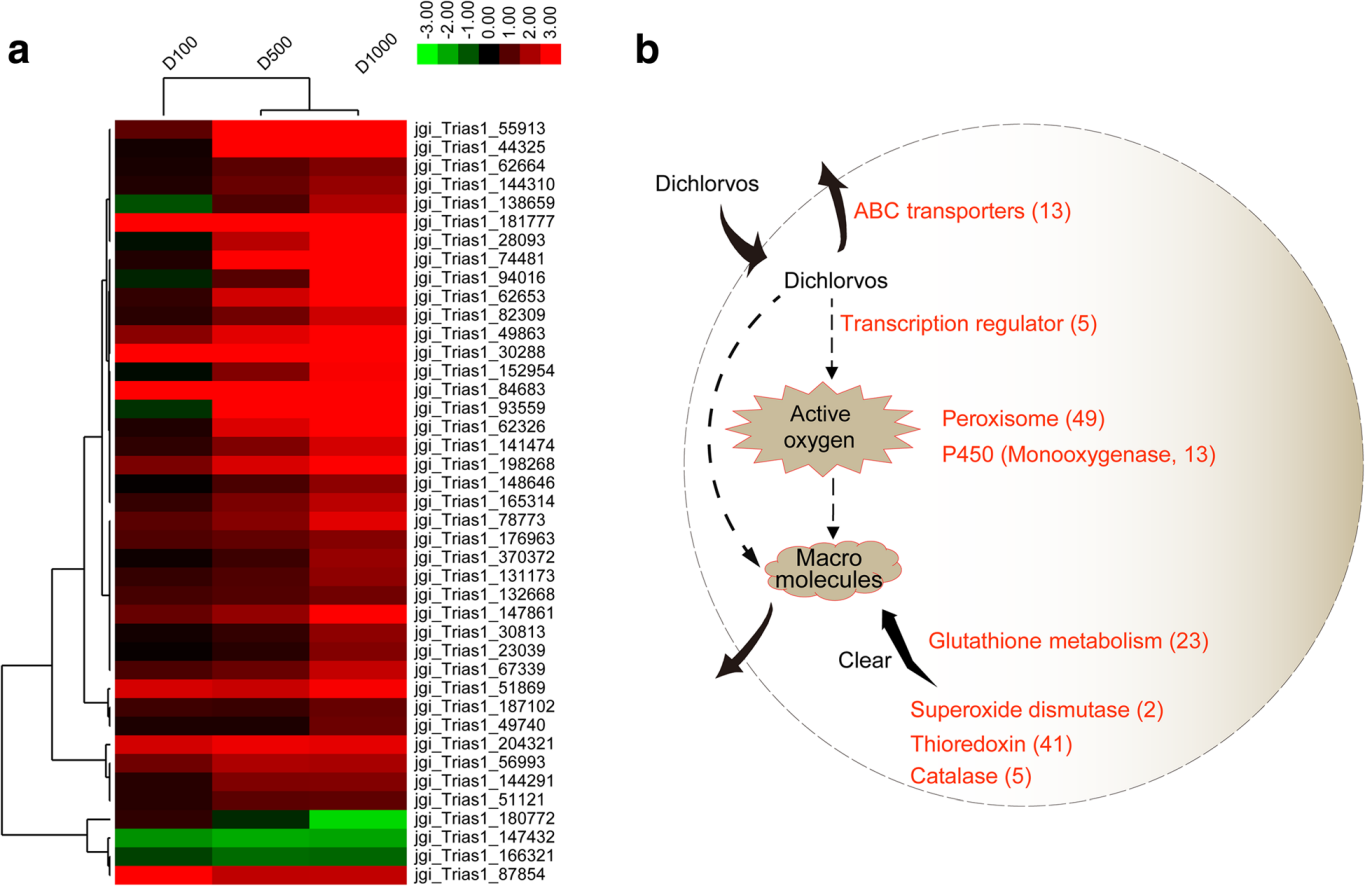
Speculated mechanism of *T. asperellum* TJ01 resistance to dichlorvos. **a** Expression analysis of thioredoxin in *T. asperellum* TJ01 under the stress of different concentrations of dichlorvos. D100: log_2_ 100 μg/mL dichlorvos treatment/CK, D500: log_2_ 500 μg/mL dichlorvos treatment/CK, D1000: log_2_ 1000 μg/mL dichlorvos treatment/CK; **b** Diagram of *T. asperellum* TJ01 resistance to dichlorvos. Red words represent significantly upregulated genes and their number

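Of the 41 genes listed as thioredoxin, limma called 10, 29 and 38 higher at 100, 500 and 1000 μg/mL over 11 libraries, and 7, 24 and 37 over 12. By the NOISeq rule 38 were called higher at 1 or more doses over 11 libraries and 21 over 12. limma called 3 of them lower over 11 libraries and 1 over 12. Those that limma called over 11 libraries only, jgi_Trias1_147432 and jgi_Trias1_166321, were named after their values were seen. At 1000 μg/mL they changed by -1.96 (adjusted p = 1.09e-05) and -1.2 (adjusted p = 0.000173) over 11 libraries and by -1.14 (adjusted p = 0.0959) and -0.63 (adjusted p = 0.214) over 12, with 89.2 and 23.7 FPKM in control replicate 1 against means of 492 and 80.1 in the other controls. The gene called in both sets, jgi_Trias1_180772, had the lowest value of the class at 1000 μg/mL, a log2 fold change of -2.47 (standard error 0.41, adjusted p = 0.000283 from limma) over 11 libraries and -2.78 (standard error 0.41, adjusted p = 0.000207) over 12. Its FPKM were 211 in control replicate 1, 115 ± 48.9 (SD, n = 2) in the other controls and 19.7 ± 6.43 (SD, n = 3) at 1000 μg/mL. In the annotation of the deposited table, the word thioredoxin appears for 3 of the 41 genes. Of all 123 genes of Additional file 7, limma called 56, 90 and 108 higher at the 3 doses over 11 libraries and 36, 79 and 101 over 12.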

Additionally, after 24 h of treatment with dichlorvos, 13 ABC transporter genes were found to be significantly upregulated (Fig. 5b; Additional file 7).

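All 13 listed ABC transporter genes carry this name in the annotation of the deposited table. Over the 11 libraries, 13 were called higher at 1 or more doses by the NOISeq rule and by limma, and over all 12 libraries 9 by the rule and 12 by limma. limma called 5, 10 and 12 of them higher at 100, 500 and 1000 μg/mL over 11 libraries, and 1, 8 and 12 over 12. The largest change was that of jgi_Trias1_146459, annotated as a member of subfamily G (SNQ2). It had 2.75 ± 0.58 FPKM (SD, n = 2) in control replicates 2 and 3, 3.05 in control replicate 1, 94.6 ± 39.6 (SD, n = 3) at 500 μg/mL and 415 ± 106 (SD, n = 3) at 1000 μg/mL. Its log2 fold change at 1000 μg/mL was 6.77 (standard error 0.30, adjusted p = 5.14e-09 from limma) over 11 libraries and 6.73 (standard error 0.29, adjusted p = 4.04e-09) over 12. At 100 μg/mL it was 0.42 (adjusted p = 0.365) and 0.38 (adjusted p = 0.587) and was not called. The smallest change at 1000 μg/mL over 12 libraries was that of jgi_Trias1_72207, annotated as a peroxisomal long-chain fatty acid import protein, with 1.53 (standard error 0.25, adjusted p = 0.000266) over 11 libraries, where it was called, and 0.93 (standard error 0.42, adjusted p = 0.0988) over 12, where it was not. With 1 of the 12 libraries left out at a time, the change of this gene ranged from 0.60 to 1.53. It had 178 FPKM in control replicate 1 against 50.0 ± 2.74 (SD, n = 2) in the other controls. The paper places these transporters beside the redox proteins in its speculated mechanism of resistance (Fig. 5b).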

### Impact of dichlorvos on target genes of *T. asperellum* TJ01

Acetylcholinesterase (AChE) is a key enzyme that terminates nerve impulses by catalyzing the hydrolysis of the neurotransmitter acetylcholine in the nervous system. RNA-seq results showed that there were a total of 16 acetylcholinesterase genes in *T. asperellum* TJ01. 

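Table 2 lists 16 genes, and all of them are in the deposited table. A KEGG entry named acetylcholinesterase is given there for 2 genes, of which jgi_Trias1_161918 is in Table 2 and jgi_Trias1_311981 is not. A cholinesterase is among the KEGG entries of 7 of the 16 genes and a lipase among those of 15. A gene of the table can carry several KEGG entries, and the table does not say which of them the paper used. jgi_Trias1_311981 was singled out for its annotation after its values had been seen. It had 1.18 ± 0.21 FPKM (SD, n = 2) in control replicates 2 and 3, 6.51 in control replicate 1 and 2.61 ± 0.40 (SD, n = 3) at 1000 μg/mL, a log2 fold change of 0.73 (adjusted p = 0.0227 from limma) over 11 libraries and 0.13 (adjusted p = 0.835) over 12, called in neither set. Its sign was reversed over 12 libraries without control replicate 2 (-0.22) or 3 (-0.12) and with the libraries centred on their median (-0.13).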

Comparing with control, none were significantly altered following dichlorvos treatment, except for one under 1000 μg/mL dichlorvos (Table 2).

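Over the 11 libraries the NOISeq rule called 1 of the 16 genes, jgi_Trias1_176143 at 1000 μg/mL, and over all 12 libraries none. This gene had 6.24 ± 3.00 FPKM (SD, n = 2) in control replicates 2 and 3 and 8.09 in control replicate 1. It had 26.3 ± 3.84, 25.0 ± 1.74 and 44.3 ± 3.65 FPKM (SD, n = 3 each) at 100, 500 and 1000 μg/mL. limma called it at all 3 doses in both sets. Its log2 fold changes were 1.97 (adjusted p = 0.000138 from limma), 1.91 (adjusted p = 6.66e-05) and 2.71 (adjusted p = 1.62e-06) over 11 libraries. Over 12 libraries they were 1.84 (adjusted p = 0.000554), 1.78 (adjusted p = 0.000332) and 2.58 (adjusted p = 6.16e-06). Fitted with the control alone, 100 μg/mL was no longer called over 12 libraries. By the rule its probability at 100 and 500 μg/mL was 0.776 at each dose over 11 libraries. The filter on low values kept 4 of the 16 genes for limma. Of the other 3, jgi_Trias1_161918 was called at no dose in either set. jgi_Trias1_47917 was called at 1000 μg/mL in both sets, with 2.06 (adjusted p = 8e-06) over 11 libraries and 1.42 (adjusted p = 0.0201) over 12, and at 500 μg/mL over 11 libraries only (1.51, adjusted p = 0.000213, against 0.87, adjusted p = 0.184, over 12). It had 17.3 FPKM in control replicate 1 against 3.88 ± 0.94 (SD, n = 2) in the other controls, and over 12 libraries it was not called at 1000 μg/mL without control replicate 2 (1.00), control replicate 3 (1.2) or replicate 2 of the 1000 μg/mL group (1.31), or when this dose was fitted with the control alone. jgi_Trias1_47958 was called at 1000 μg/mL, with 1.58 (adjusted p = 0.00149) over 11 libraries and 1.41 (adjusted p = 0.00373) over 12, at 1.5 ± 0.52 FPKM (SD, n = 3) in the control and 5.57 ± 0.31 (SD, n = 3) at that dose. The remaining 12 genes had a mean FPKM under 1, and the highest value among them in any library was 1.34. In 11 of the 12 at least 1 library was listed at 0. The rule called none of the 12 in either set. limma over 12 libraries with no filter on low values called none at any dose, but this outcome was fixed in advance. The largest group mean among the 12 was 0.99 FPKM, from which log2(FPKM + 1) cannot change by more than 1. In jgi_Trias1_33750 all 9 treated libraries lay above the 3 controls (exact permutation test of each dose, two-sided p = 0.1, the smallest possible), with 0.16 ± 0.14 FPKM in the control and 0.99 ± 0.35 at 1000 μg/mL (SD, n = 3 each). In the limma fit with no filter it changed by 0.77 at that dose (adjusted p = 0.0129), under the fold-change threshold. The size of this change depends on the pseudocount. As a log2 ratio of mean FPKM, with the control near 0, it was 3.17 over 11 libraries and 2.63 over 12.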

**Table 2:**
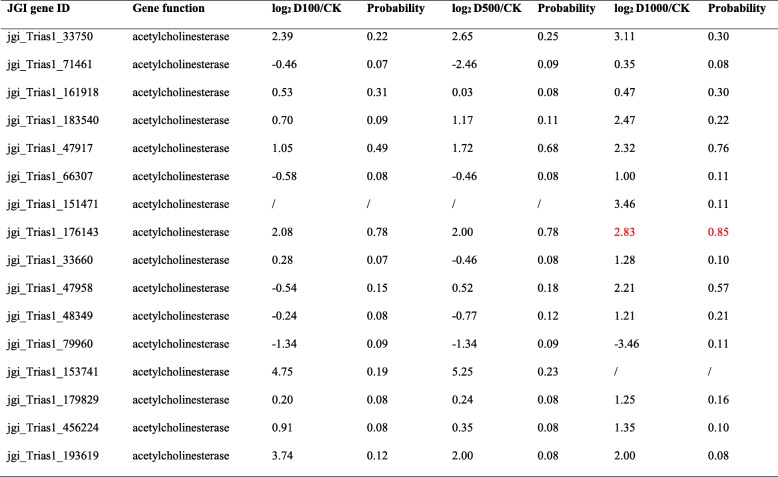
Impact of dichlorvos with different concentrations on acetylcholinesterase of *T. asperellum* TJ01 based after 24 h treatment on RNA-seq

Red represents up-regulated significantly

### Absorption and residue degradation of dichlorvos by *T. asperellum* TJ01

UHPLC-MRM-MS/MS results showed that, after co-fermentation of *T. asperellum* TJ01 and 500 μg/mL dichlorvos in Burk broth for 3 d, the content of dichlorvos in *T. asperellum* TJ01 was 0.015 μg/mL (Fig. 6a) and the content of dichlorvos in the broth was 322.663 μg/mL (Fig. 6b). In contrast, after the pure fermentation of 500 μg/mL dichlorvos in Burk broth for 3 d, the content of dichlorvos was 415.908 μg/mL (Fig. 6c), while the self-degradation of dichlorvos was 84.092 μg/mL. This shows that *T. asperellum* TJ01 has a limited capacity to absorb dichlorvos, as most of the dichlorvos was still present in the fermentation broth.

**Fig. 6:**
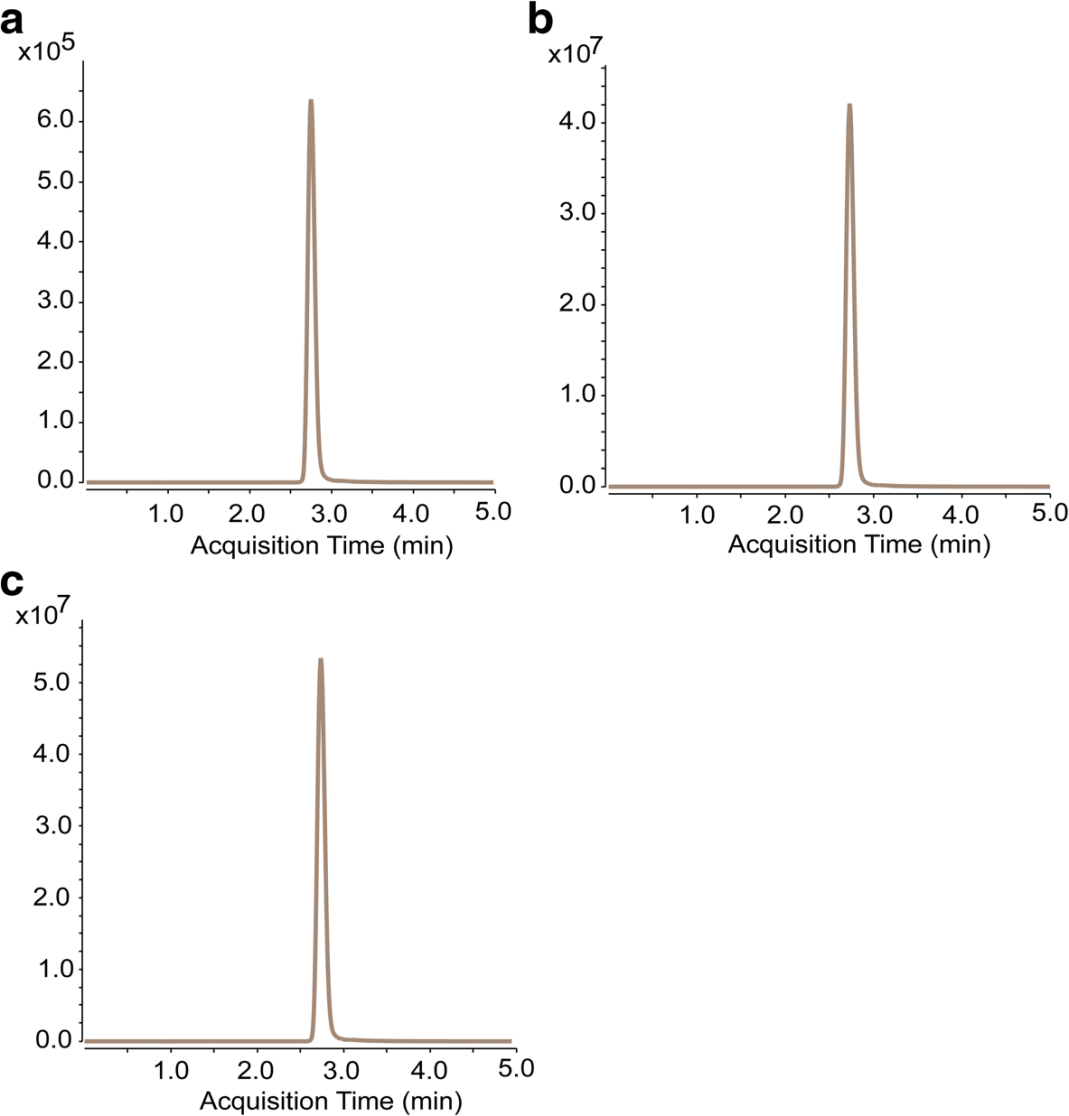
Absorption and residue degradation of dichlorvos after co-fermentation with *T. asperellum* TJ01 for 3 d according to UHPLC-MS/MS detection. **a** Dichlorvos absorbed into *T. asperellum* TJ01; **b** Residual dichlorvos in broth after co-fermentation with *T. asperellum* TJ01; **c** Dichlorvos in broth following pure fermentation

## Discussion

*Trichoderma* is one of the most widely used fungi in the field of biological control, as it exerts high activity and is environmentally friendly [11, 12]. However, due to the fact that it is slow-acting and has a short shelf life, in actual production, *Trichoderma* still cannot completely replace traditional chemical pesticides. At present, the most ideal control strategy may be a combination of *Trichoderma* and chemical pesticides, which would reduce the amount of pesticides used and achieve sustained control. Therefore, the tolerance of *Trichoderma* to dichlorvos is particularly critical. In previous work, it was found that *T. atroviride* had a good tolerance to dichlorvos [13], but there are no reports of the tolerance of *T. asperellum.* Recently, we isolated *T. asperellum* TJ01, which not only has a fast growth rate (strong competition), but also has high tolerance to dichlorvos. So this strain was chose as an in-depth study, hoping to lay a certain theoretical foundation for the production of complex microbial pesticides in agriculture.

There have been no thorough and comprehensive studies on the related mechanisms of *Trichoderma* tolerance to dichlorvos. Therefore, revealing the specific molecular mechanisms has become particularly important. In this study, transcriptome and metabolome data were used to analyze the mechanism underlying the response of *Trichoderma asperellum* TJ01 to dichlorvos. This represents the first detailed report of the global effects of dichlorvos on *Trichoderma*.

Primary metabolism is the process by which microorganisms absorb various nutrients from the outside world and produce energy and substances, including synthetic sugars, amino acids, common fatty acids, and nucleic acids, to sustain life activities through decomposition and anabolism. The TCA cycle is the basis of biological metabolism and is the hub of the carbohydrate, fatty acid, and amino acid metabolism pathways [14]. In this study, comprehensive analysis of transcriptome and metabolome data suggested that dichlorvos has obvious effect on primary metabolism of *T. asperellum* TJ01 (Fig. 3) [15]. Among the significantly upregulated lipid compounds, most were lysophosphatidylethanolamines and lysophosphatidylcholines. According to reports, most lysophosphatidylethanolamines and lysophosphatidylcholines are related to stress resistance, including LysoPC (lysophosphatidylcholine, 14:0), LysoPC (15:0), LysoPC (18:1), LysoPC (20:2), and LysoPC (20:1) (Additional file 4) [16, 17].

Secondary metabolism refers to the biosynthesis of non-essential substances and the storage of secondary metabolites. *Trichoderma* spp. secrete many secondary metabolites [18]. Some of these secondary metabolites are related to pathogen inhibition [19], while some are involved in stress resistance, such as flavonoids and alkaloids. Flavonoids act as a secondary antioxidant defense system in plant tissues exposed to different abiotic and biotic stresses [20]. It has also been reported that plant alkaloids may be impacted by drought stress and soil pH [21, 22]*.* However, there have been no similar reports in fungi and bacteria. In this study, four flavonoids and one alkaloid were significantly upregulated under the stress of dichlorvos (Fig. 4 and Additional file 6).

Transcription factors are important players in signal transduction pathways and determine the function of cells in many ways. There are 12 superfamily and 37 Protein family (PFAM) families containing transcription factor DNA binding domains in most fungal species [23, 24]. C_2_H_2_ zinc finger proteins are a large class of transcription factors in fungi, with 70–80 C_2_H_2_ zinc finger protein genes predicted in *Trichoderma*. It has been experimentally confirmed that *carbon catabolite repression 1* (*cre1*) is involved in carbon metabolism [25], *cseb1* is involved in response to osmotic stress, and *Blue-light 7* (*blu7*) is involved in tolerance to light responsiveness [26]; however, a large number of genes remain to be characterized. In *T. asperellum* TJ01 treated with different concentrations of dichlorvos, a novel C_2_H_2_ zinc lipoprotein transcriptional regulator that may be involved in stress resistance (Table 1). Additionally, in order to reveal the mechanisms of *T. asperellum* TJ01 tolerance to dichlorvos, detoxification- and tolerance-related genes were analyzed [27, 28]. 

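The gene that Table 1 lists first, jgi_Trias1_65433, had 20.4 ± 3.73 FPKM (SD, n = 2) in control replicates 2 and 3 and 12.1 in control replicate 1. It had 57.6 ± 8.63, 74.1 ± 14.1 and 121.5 ± 24.4 FPKM (SD, n = 3 each) at 100, 500 and 1000 μg/mL. Its log2 fold change was 1.45 (adjusted p = 0.000801 from limma), 1.80 (adjusted p = 6.16e-05) and 2.51 (adjusted p = 1.76e-06) over 11 libraries, with a standard error of 0.22 at each dose. Over all 12 libraries it was 1.69 (adjusted p = 0.00135), 2.04 (adjusted p = 0.000123) and 2.74 (adjusted p = 4.04e-06), with a standard error of 0.25. limma called it at every dose in both sets. The NOISeq rule called it at 500 and 1000 μg/mL over 11 libraries and at 1000 μg/mL over 12. At each dose the 3 treated libraries lay above the 3 controls (exact permutation test, two-sided p = 0.1, the smallest possible). With each of the 12 libraries left out in turn, the log2 fold change at 1000 μg/mL stayed between 2.51 and 2.95. Besides the match to a C2H2 zinc finger-containing protein, the deposited table gives this gene a KEGG entry for the homeobox protein TGIF1.

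**Figure D2:**
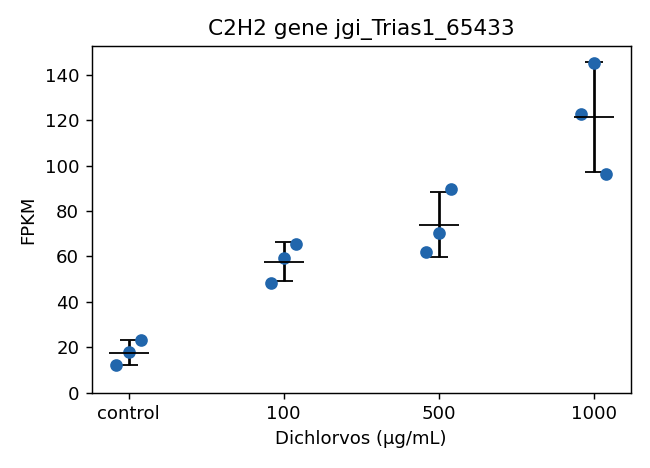
FPKM of jgi_Trias1_65433 (y axis) in the control and at each dichlorvos dose in μg/mL (x axis). Points are the 3 libraries of each group, horizontal marks their means and bars the SD; all 9 treated libraries lie above the control libraries, the highest of which has 23.1 FPKM.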

After dichlorvos treatment, a large number of redox proteins were significantly upregulated. This confirms that the ability of *Trichoderma* to withstand relatively high concentrations of a variety of synthetic and natural toxic compounds, including its own antibiotics, depends on efficient cell detoxification mechanisms, supported by a complex system of membrane pumps. It is well known that the genome of *Trichoderma* includes ABC transporters, which are members of a protein superfamily involved in the efflux of drugs from the cells of target organisms. These ABC transporters may explain the natural tolerance of *Trichoderma* to fungicides and their ability to successfully survive in extreme environments [28–30]. After dichlorvos treatment, lots of ABC transporter genes were found to be significantly upregulated. We speculate that all of the factors mentioned above contribute to the tolerance mechanism of *T. asperellum* TJ01 to dichlorvos (Fig. 5).

AChE is a key enzyme that terminates nerve impulses by catalyzing the hydrolysis of the neurotransmitter acetylcholine in the nervous system. Organophosphorus insecticides, such as dichlorvos, target AChE and irreversibly inhibit the enzyme by phosphorylating a serine hydroxyl group within the enzyme active site [31]. In this study, nearly none predicted *AChE* genes were significantly altered following dichlorvos treatment (Table 2). This may also be another reason for the fact that dichlorvos and *T. asperellum* TJ01 are able to co-exist at certain concentrations.

It has been reported that *Trichoderma* has a high tolerance and biosorption capacity of heavy metals like Zn^2+^, Pb^2+^, Ni^3+^, and Cu^2+^ [32]. However, the adsorption rate of dichlorvos by *Trichoderma* has not been reported. UHPLC-MRM-MS/MS results showed that *T. asperellum* TJ01 has a limited capacity to absorb dichlorvos. Interestingly, compared with the control, 93.23 μg/mL dichlorvos was missing from both the mycelium and the fermentation solution (Fig. 6). We speculated that this is being degraded by *T. asperellum* TJ01. It has already been reported that *T. atroviride* has the ability to degrade dichlorvos [33, 34]. Details of the degradation product of dichlorvos following degradation by *T. asperellum* TJ01 should be investigated in future studies.

This study provided a strong theoretical basis for the combination of dichlorvos and *T. asperellum* TJ01, which could be implemented in several ways, for example, dichlorvos with biocontrol factors or spores granules of *T. asperellum* TJ01. Therefore, future studies should evaluate the interaction of *T. asperellum* and dichlorvos in the presence of pathogens and plants.

## Conclusions

In this study, association analyses of RNA-seq, GC-TOF-MS, and LC-QQQ-MS data revealed the global primary and secondary metabolic changes of *T. asperellum* TJ01 under dichlorvos stress. In addition, a novel C_2_H_2_ zinc finger protein gene, *zfc1,* was discovered and found to be upregulated in the presence of dichlorvos, along with a large number of oxidoreductase and ABC transporter genes, and then the tolerance mechanism of *T. asperellum* TJ01 to dichlorvos was proposed. Finally, the absorption and residue of dichlorvos were analyzed by LC-QQQ-MS, laying the foundation for the use of *T. asperellum* TJ01 in the degradation of pesticide residues.

## Methods

### Strain and reagent

The biocontrol fungus *T. asperellum* TJ01 was isolated from irrigated soil sample was collected in Fuyang, Anhui, China and stored at the School of Biotechnology and Food Engineering, Fuyang Normal College, Fuyang, Anhui, China. An analytical-grade standard of dichlorvos was purchased from the Shanghai Pesticide Research Institute Company.

### Growth of *T. asperellum* TJ01 under dichlorvos stress

*T. asperellum* TJ01 was cultured in PDA dishes for 3 d, after which holes were punched in the *T. asperellum* TJ01 culture dish with a 7-mm punch. The dish was then turned upside-down over a fresh PDA or Burk (more suitable for studying mechanism as the clean background) plate [35] containing 0 μg/mL (control), 100 μg/mL, 500 μg/mL, or 1000 μg/mL dichlorvos. Plates were incubated at 28 °C for 3 d. The overall growth and sporulation of *T. asperellum* TJ01 were observed and photographed each day.

### Effect of dichlorvos on transcription of *T. asperellum* TJ01 as determined by RNA-seq

The spore suspension of *T. asperellum* TJ01 was transferred to PD medium. After culturing at 28 °C and 180 rpm for 24 h, 2 g of mycelia was collected by vacuum filtration and transferred to Burk broth containing 0 μg/mL (control), 100 μg/mL, 500 μg/mL, or 1000 μg/mL dichlorvos. After culturing at 28 °C and 180 rpm for 24 h, the mycelia were collected by vacuum filtration and frozen with liquid nitrogen. RNA extraction, cDNA library construction, and Solexa sequencing were performed at the Beijing Genomics Institute (BGI, Beijing, China). Each experiment was repeated three times.

According to the reference genome (downloaded from http://genome.jgi.doe.gov/Trias1/Trias1.download.html) [36], conventional transcriptome analyses were performed, including GO (Gene Ontology) /KEGG (Kyoto Encyclopedia of Genes and Genomes) enrichment analysis of significantly differentially expressed genes [37, 38]. The NOISeq method was used to screen differently expressed miRNAs between two groups [39]. A log_2_(fold change) > 1 and probability > 0.8 indicated genes that were significantly upregulated, while a log_2_(fold change) < − 1 and probability > 0.8 indicated genes that were significantly downregulated.

Specific analyses of primary and secondary metabolic pathways were performed using the JGI website (https://genome.jgi.doe.gov/portal/).

### Impact of dichlorvos on metabolome of *T. asperellum* TJ01 as determined by GC-TOF-MS analysis

The spore suspension of *T. asperellum* TJ01 was transferred to PD medium. After culturing at 28 °C and 180 rpm for 24 h, 2 g of mycelia was collected by vacuum filtration and transferred to Burk broth containing 0 μg/mL (control) or 500 μg/mL dichlorvos. After culturing at 28 °C and 180 rpm for 24 h, the mycelia were collected by vacuum filtration and frozen with liquid nitrogen.

GC-TOF-MS sample processing was performed as previously described [40]. GC-TOF-MS analysis was performed using an Agilent 7890 gas chromatography system coupled with a Pegasus HT time-of-flight mass spectrometer.

The system was equipped as previously described [40]. A 1-μL aliquot of the analyte was injected in splitless mode. Helium was used as the carrier gas, and the gas flow rate through the column was 1 mL min^− 1^. The initial temperature was kept at 50 °C for 1 min, then raised to 310 °C at a rate of 10 °C min^− 1^, then maintained at 310 °C for 8 min. The injection, transfer line, and ion source temperatures were 280, 270, and 220 °C, respectively. The energy was − 70 eV in electron impact mode. The mass spectrometry data were acquired in full-scan mode with an *m/z* range of 50–500 at a rate of 20 spectra per second after a solvent delay of 6.1 min [41, 42].

Chroma TOF 4.3X software (LECO Corporation) and the LECO-Fiehn Rtx5 database were used for raw peak exaction, baseline filtering and calibration, peak alignment, deconvolution analysis, peak identification, and integration of the peak area. Metabolic features detected in < 50% of QC samples were removed [42].

### Global impact of dichlorvos on *T. asperellum* TJ01 metabolome as determined by LC-QQQ-MS analysis

The spore suspension of *T. asperellum* TJ01 was transferred to PD medium. After culturing at 28 °C and 180 rpm for 24 h, 2 g of mycelia was collected by vacuum filtration and transferred to Burk broth containing 0 μg/mL (control) or 500 μg/mL dichlorvos. After culturing at 28 °C and 180 rpm for 24 h, the mycelia were collected by vacuum filtration and frozen with liquid nitrogen.

The sample processing was performed as previously describeds [43]. Then the sample extracts were analyzed using an LC-ESI-MS/MS system (HPLC, Shim-pack UFLC SHIMADZU CBM30A system, www.shimadzu.com.cn/; MS, Applied Biosystems 4500 Q TRAP, https://sciex.com/products/mass-spectrometers/qtrap-systems/qtrap-4500-system). The analytical conditions for HPLC were as previously described [44], except that the column was that of Waters ACQUITY UPLC HSS T3 C18 (1.8 μm, 2.1 mm × 100 mm) and the gradient program was modified, 100:0 *V*/V at 0 min, 5:95 V/V at 11.0 min, 5:95 V/V at 12.0 min, 95:5 V/V at 12.1 min, 95:5 V/V at 15.0 min; flow rate, 0.40 mL/min. QQQ scans were acquired as MRM experiments and a specific set of MRM transitions were monitored for each period according to the metabolites eluted within this period [45].

Based on the self-built Metware database (MWDB) and the public database of metabolite information, qualitative analysis of the first-order and second-order spectra detected by mass spectrometry were performed. Some of substances were qualitatively analyzed by removing isotopic signals; repetitive signals containing K^+^, Na^+^, and NH4^+^ ions; and repeated signals of fragmented ions that themselves are of larger molecular weight. Metabolite structural elucidation was performed in reference to MassBank (https://massbank.eu/MassBank/), KNAPSAcK (http://kanaya.naist.jp/KNApSAcK/), HMDB (http://www.hmdb.ca/), and existing mass spectrometry public databases such as MoTo DB (http://www.ab.wur.nl/moto/) and METLIN (http://metlin.scripps.edu/index.php) [46].

### Degradation and absorption of dichlorvos by *T. asperellum* TJ01 as determined by UHPLC-MS/MS

*T. asperellum* TJ01 spore suspension was transferred to PD medium to a final spore concentration of 10^6^ cfu/mL. After culturing at 28 °C and 180 rpm for 2 d, 2 g of seed mycelium was transferred to Burk broth containing 500 μg/mL dichlorvos. After culturing at 28 °C and 180 rpm for 3 d, the culture was filtered through a 0.22-μm membrane filter. The mycelia of *T. asperellum* TJ01 were collected by vacuum filtration and washed twice with 4 °C sterile deionized water. Filtered Burk broth containing 500 μg/mL dichlorvos was used as a control.

For the liquid sample, a 10-μL aliquot of the sample was transferred to an EP tube with 990 μL of extraction solvent (acetonitrile:methanol:water, 2:2:1, precooled to − 20 °C). The mixture was vortexed for 30 s and centrifuged for 15 min at 12000 rpm and 4 °C. Then, the supernatant was transferred to an auto-sampler vial for UHPLC-MS/MS analysis (dilution factor = 100).

For the mycelim sample, 161.8 mg was precisely weighed and transferred to an Eppendorf tube with 1000 μL of extraction solvent (acetonitrile:methanol:water, 2:2:1, precooled to − 20 °C). The mixture was vortexed for 30 s, homogenized for 4 min at 45 Hz, and sonicated for 5 min in an ice-water bath. Homogenization and sonication were repeated three times, followed by incubation at − 20 °C for 1 h and centrifugation for 15 min at 12000 rpm and 4 °C. An 80-μL aliquot of the supernatant was transferred to an auto-sampler vial for LC-MS/MS analysis.

## Additional files

Additional file 1: Impact of dichlorvos with different concentrations on TCA cycle of *T. asperellum* TJ01 after 24 h treatment based on RNA-seq. Red represents up-regulated significantly, while blue represents down-regulated significantly.

Additional file 2: Impact of 500 μg/mL dichlorvos on amino acid and derivatives metabolism of *T. asperellum* TJ01 after 24 h treatment based on LC-QQQ-MS and GC-TOF-MS analysis. Red represents up-regulated significantly, while blue represents down-regulated significantly.

Additional file 3: Impact of 500 μg/mL dichlorvos on carbohydrate metabolism of *T. asperellum* TJ01 after 24 h treatment based on LC-QQQ-MS and GC-TOF-MS analysis. Red represents up-regulated significantly, while blue represents down-regulated significantly.

Additional file 4: Impact of 500 μg/mL dichlorvos on lipid metabolism of *T. asperellum* TJ01 after 24 h treatment based on LC-QQQ-MS and GC-TOF-MS analysis. Red represents up-regulated significantly, while blue represents down-regulated significantly.

Additional file 5: Number of significantly differentially expressed genes of secondary metabolism based on RNA-seq analysis of *T. asperellum* TJ01 after treatment with dichlorvos for 24 h. D100: 100 μg/mL dichlorvos treatment/CK; D500: 500 μg/mL dichlorvos treatment/CK; D1000: 1000 μg/mL dichlorvos treatment/CK.

Additional file 6: Impact of 500 μg/mL dichlorvos on flavonoids and alkaloids of *T. asperellum* TJ01 after 24 h treatments based on LC-QQQ-MS and GC-TOF-MS analysis. Red represents up-regulated significantly, while blue represents down-regulated significantly.

Additional file 7: Impact of dichlorvos with different concentrations on detoxification/tolerance mechanism related genes of *T. asperellum* TJ01 after 24 h treatment based on RNA-seq. Red represents up-regulated significantly, while blue represents down-regulated significantly.

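In Additional file 7 each gene is given with its class, its log2 fold change and its NOISeq probability at the 3 doses. Of its 123 genes, 22 stand in 2 or more of the 7 classes. The probabilities from the deposited FPKM differed from those in the file by a median of 0.0029, 0.0025 and 0.0024 at 100, 500 and 1000 μg/mL without control replicate 1, and by 0.112, 0.097 and 0.062 with it. The class names come from the paper. In the annotation of the deposited table, the word peroxidase or a related term (peroxid or catalase) appears for 5 of the 49 genes of the peroxisome class, glutathione for 14 of the 23 of glutathione metabolism, P450 or monooxygenase for 8 of the 13 of the P450 class, and catalase or superoxide for all of the 5 catalases and both superoxide dismutases.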

## Abbreviations

ABC transporter: ATP binding cassette transporter
AChE: Acetylcholinesterase
ATP: Adenosine triphosphate
AtrR: ABC-transporter regulating transcription factor
BGI: Beijing Genomics Institute
blu7: Blue-light 7
cre1: Carbon catabolite repression
cyp51A: Cytochrome P450 Family 51 Subfamily A
GC-TOF-MS: Gas chromatography-mass spectrometry
GO: Gene Ontology
KEGG: Kyoto Encyclopedia of Genes and Genomes
LC-QQQ-MS: Liquid chromatography-mass spectrometry
LysoPC: Lysophosphatidylcholine
PDA: Potato Dextrose Aga
Pdr1: Pleiotropic drug resistance 1
PFAM: Protein family
TCA: Tricarboxylic acid
UHPLC: Ultra-high performance liquid chromatography
zfc1: zinc finger chimera 1

How the deposited data were processed for this re-analysis (not part of the article)

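Transcripts of T. asperellum TJ01 were measured by RNA-seq in 12 libraries, 3 of the untreated control (CK) and 3 at each of 100, 500 and 1000 μg/mL dichlorvos, after 24 h in Burk broth. The authors analysed the reads against the Trias1 reference genome and deposited FPKM values for 11647 genes, which are already scaled to gene length and to library size; the aligner, the program behind the FPKM values and their settings are not given in the sources used here. Libraries were assigned to groups and replicates by their labels and the paper's methods. The columns of per-library values without an assigned library numbered 0. No gene was listed at 0 in all 12 libraries. Identifiers of genes were used as deposited, and gene names were taken from the annotation in the deposited table; of the identifiers, 0 matched the separate RefSeq gene list at hand (assembly ASM2064786v1), which was therefore not used.

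FPKM hold no read counts, so the number of reads of each library is not known from them and no counting interval could be given. The sum of FPKM was between 895521 and 958261 per library. The FPKM of a gene with a single fragment is inversely related to depth, so genes at their smallest values above 0 were compared between libraries, which gave an estimated depth of 0.825 in control replicate 1 and of 0.983 to 1.02 in the others, relative to control replicate 2. The precision of each value is limited by the 3 libraries per group. With 3 libraries against 3, an exact permutation test of 1 gene cannot give a two-sided p under 0.1.

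Fold changes and probabilities in Additional file 7 were compared with values computed from the FPKM with all controls and with subsets of the controls, which showed that the paper's values leave out control replicate 1. At the paper's claims, values over 11 libraries are therefore given first and those over 12 after them; the additional observations start from all 12 libraries, for which the tests were designed. The design over all 12 libraries was set before the data were examined. Giving the values over 11 libraries first was decided after the comparison with Additional file 7.

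The paper's rule, NOISeq with a probability above 0.8 and an absolute log2 ratio above 1, was rewritten in Python 3.11.15 (numpy 2.4.6, pandas 2.3.3, numba 0.67.0, scipy 1.17.1) from its definition. The ratio and the difference were taken between group means of FPKM, a value of 0 was replaced by 0.01, and the noise was taken from replicate pairs within the 2 groups compared. The paper does not state the replacement for 0, which was taken from the fold changes in Table 2. In addition, limma 3.58.1 in R 4.3.3 was run on log2(FPKM + 1) of the 8916 genes with a mean FPKM of at least 1 over all libraries, with an intensity trend and all 4 groups in 1 fit. Contrasts were each dose against the control and neighbouring doses against each other, and a moderated F-test covered the 4 groups. Genes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, or at the adjusted p alone for the F-test. Figures were drawn with matplotlib 3.10.9.

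Both procedures were tested on simulated data in which 200 genes changed by 2 on the log2 scale. limma recovered 87% of them with 7 false calls, and the rule 77% with 48 false calls. The changed genes were drawn from the more highly expressed genes only, with 1 spread per gene for all groups. No simulated library lay apart as control replicate 1 does, so these rates need not hold in the data. Comparisons that share the control were simulated with no change at any dose, with 1 spread per gene, and, added after the data were seen, with the spread of the control and of the treated groups taken separately. The rewritten probability was also checked against direct counting.

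The text names every gene of Table 1, Table 2 and Additional file 1 by itself or in a count, for each class of Additional file 7 the genes with the largest and the smallest log2 fold change at 1000 μg/mL, every gene of Additional file 7 that limma called lower over all 12 libraries, and, outside the paper's tables, the 2 genes with the largest rise and the 2 with the largest fall among called genes with FPKM above 0 in all libraries. The values in the paper's tables had been seen when this was set. The genes of Tables 1 and 2 were read from pictures of the tables, so no test was run on these lists as sets. Outside this rule, jgi_Trias1_311981, jgi_Trias1_147432 and jgi_Trias1_166321 were chosen after their values were seen.

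Alternatives set before the data were examined were another pseudocount (0.1), no filter or a mean FPKM of at least 5, rescaling to TPM, centring on the library median, the replicate number as a block, fits of 2 groups alone, limma without the trend, the paper's rule in place of limma, leaving out each library in turn, and for the rule a replacement of 0 by 0.5, the filter on low values, noise from all 4 groups, rescaling to TPM, scaling to a common median and a pseudocount of 1. Leaving out control replicate 1 together with median centring was added after the data were seen. Tests that need read counts were not run. The metabolome measurements, the residue measurements, the genes of secondary metabolism and the classes of KEGG pathways were not analysed here.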

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

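The tests of the genes in this part were set before their results were seen.

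jgi_Trias1_173708 and jgi_Trias1_49599 are outside the genes that the paper discusses and had the largest rises at 1000 μg/mL among called genes with FPKM above 0 in all 12 libraries. The FPKM of jgi_Trias1_173708 were 5.88 ± 1.67 (SD, n = 3) in the control, 16.0 ± 2.07 at 100 μg/mL, 645.9 ± 52.4 at 500 μg/mL and 3715 ± 693 at 1000 μg/mL (SD, n = 3 each). Its log2 fold change at 1000 μg/mL over 12 libraries was 9.09 (adjusted p = 2.47e-11 from limma), with all 3 treated libraries above all 3 controls. At 100 μg/mL it was already called higher (1.32, adjusted p = 0.00185). jgi_Trias1_49599 had 3.75 ± 0.39 FPKM in the control, 4.14 ± 1.88 at 100 μg/mL, 412 ± 25.6 at 500 μg/mL and 2442 ± 327 at 1000 μg/mL (SD, n = 3 each). Over 12 libraries it changed by 9.00 on the log2 scale at 1000 μg/mL (adjusted p = 1.41e-10 from limma). The deposited annotation gives jgi_Trias1_173708 KEGG entries of which the first is protein pelota, and its closest match is a hypothetical protein of Trichoderma virens. jgi_Trias1_49599 has no KEGG entry and matches a hypothetical protein of Trichoderma atroviride.

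Scaling between libraries does not account for the rises: with the libraries rescaled to TPM or centred on their median, the lower of the log2 fold changes was 8.83 for jgi_Trias1_173708 and 8.74 for jgi_Trias1_49599. Control replicate 1 does not carry the rises either, since without it they were 8.92 and 8.99. Reads shared with related genes, and bias by GC content or gene length, were not tested, as the table gives neither reads nor sequences. These stay open, as does a biological response to dichlorvos, which was tested only by the comparison of the doses with the control.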

How the results depend on the processing

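In this part, only leaving out control replicate 1 together with median centring was chosen after the data were seen.

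Of 966 values of single genes under the alternatives, 907 kept their direction and their side of the threshold, 33 kept the direction and lost the call, 18 kept the direction and gained a call, and 8 changed sign. Of 633 counts, 501 stayed within 1.5 times the reported count and 132 did not. The counts from limma with all 12 libraries were 410, 948 and 1715 genes higher and 48, 310 and 696 lower at 100, 500 and 1000 μg/mL, and 313 higher and 36 lower at all 3 doses. With the replicate number as a block they were 430, 972 and 1747 higher and 51, 323 and 714 lower.

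When each pair of groups was fitted alone, limma called 148 and 608 genes higher and 6 and 125 lower at 100 and 500 μg/mL, 119 higher and 4 lower at all 3 doses, 272 higher and 72 lower at 500 than at 100 μg/mL (reported: 171 and 23), 301 lower at 1000 than at 500 μg/mL (reported: 189), and 5 genes of amino acid metabolism at 500 μg/mL (reported: 8). Centring on the median gave 107, 512 and 1114 genes lower at the 3 doses and 77 lower at all of them, and a pseudocount of 0.1 gave 23 lower at all of them. In place of limma, the NOISeq rule gave 59, 174 and 384 genes higher and 15, 43 and 144 lower, and 41 higher and 9 lower at all 3 doses. It called 1 catalase gene higher (limma: 3), 12 of glutathione metabolism (21), 25 of the peroxisome (43), 1 superoxide dismutase (2) and 21 thioredoxin genes (37), and 3, 1 and 1 genes of amino acid, lipid and carbohydrate metabolism at 500 μg/mL (8, 3 and 2). The cause was not tested.

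Without control replicate 1 and with median centring, 273, 999 and 1517 genes were lower at the 3 doses and 191 at all of them, 129 were lower at 500 than at 100 μg/mL and 375 at 1000 than at 500 μg/mL, the F-test called 5074 genes (reported: 3034), and 15 and 7 genes of amino acid and lipid metabolism were called at 500 μg/mL. The excess of genes called higher depends on median centring and hardly on rescaling to TPM: with 12 libraries, 89.5%, 75.4% and 71.1% of the called genes were higher at 100, 500 and 1000 μg/mL, 89.3%, 74.2% and 69.2% after rescaling to TPM, and 77.5%, 58.7% and 53.3% after median centring. Without control replicate 1 the shares were 87.9%, 79.6% and 77.1%, and with centring added 59.8%, 44.2% and 46.3%, so more genes were called lower than higher at 500 and 1000 μg/mL. The median log2 fold change of all tested genes was 0.10 and 0.18 at 500 and 1000 μg/mL with 12 libraries and 0.20, 0.28 and 0.37 at the 3 doses without control replicate 1. The table does not tell a true shift of most genes from a difference in scaling.

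The NOISeq rule with all 12 libraries called 59, 174 and 384 higher and 15, 43 and 144 lower, and 41 and 9 at all 3 doses. With a replacement of 0 by 0.5 the numbers were 116, 307 and 600 higher and 35, 126 and 326 lower, and 80 and 26 at all 3 doses; with a pseudocount of 1, 198, 452 and 805 higher and 104, 294 and 532 lower, and 141 and 76 at all 3 doses. With only genes of a mean FPKM of at least 1, it called 102 and 274 higher at 100 and 500 μg/mL, 33, 111 and 310 lower at the 3 doses, and 69 and 22 at all 3. With noise from all 4 groups these were 107 and 276, 33, 101 and 270, and 73 and 21. Scaled to a common median, it called 82 and 321 lower at 500 and 1000 μg/mL. The cause was not tested.

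Leaving out 1 library at a time gave for limma 260 to 684 higher and 17 to 94 lower at 100 μg/mL, 765 to 1502 higher and 199 to 389 lower at 500 μg/mL, 1483 to 2312 higher and 616 to 769 lower at 1000 μg/mL, 211 to 529 higher and 13 to 72 lower at all 3 doses, 98 to 302 higher and 7 to 92 lower at 500 than at 100 μg/mL, 221 to 626 higher and 69 to 297 lower at 1000 than at 500 μg/mL, and 2223 to 5070 by the F-test. For the rule it gave 40 to 204 higher and 3 to 43 lower at 100 μg/mL, 118 to 489 higher and 23 to 176 lower at 500 μg/mL, 293 to 871 higher and 91 to 383 lower at 1000 μg/mL, and 29 to 141 and 2 to 36 at all 3 doses. The highest counts of genes called higher came without control replicate 1 in every one of these comparisons, as did the highest of the F-test. The counts of genes called lower were also over 1.5 times the reported ones without control replicate 2 for limma at 100 μg/mL (92) and at all 3 doses (72), and for the rule without control replicate 2 (43, 104 and 255; 36 at all 3 doses) or 3 (37, 94 and 224; 32). Leaving out treated libraries moved counts too. Without replicate 2 at 100 μg/mL, limma called 260 higher and 17 lower at that dose; without replicate 1 or 3, 22 and 28 lower. Without replicate 2 at 500 μg/mL it called 199 lower at that dose. Between neighbouring doses, all libraries at 100 and 500 μg/mL and replicates 2 and 3 at 1000 μg/mL moved at least 1 count by over 1.5 times. For the rule, which compares each dose with the control, replicates 2 and 3 of each dose did so. The cause was not tested.

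The values that changed sign were of genes not called at 1000 μg/mL, the dose at which they were compared. At 1000 μg/mL, the log2 fold change of jgi_Trias1_153157 (0.19) was -0.065 with median centring and -0.14 without control replicate 1 and with centring; that of jgi_Trias1_161918 (0.63) was -0.087 under the latter; that of jgi_Trias1_49059 (0.29) was -0.20 without control replicate 3 and up to 0.81 without other libraries; and that of jgi_Trias1_311981 (0.13) was -0.13 with centring, -0.22 and -0.12 without control replicates 2 and 3 (up to 0.73 without other libraries), and -0.18 as a ratio of group means. The cause was not tested.

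Tests on read counts, planned for a table with counts, were not run, since the values are FPKM. Fitting pairs of groups alone does not apply to the F-test, and the rule was not applied to neighbouring doses or to the F-test. Without counts, the share of each spread that comes from depth is not known.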

Differences from the paper's values

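All settings named in this part were set before the data were examined, and none was chosen after the results were seen.

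With all 12 libraries, the NOISeq rule called 59 genes higher at 100 μg/mL, where the paper gives 204; it called 198 with a pseudocount of 1 and 204 without control replicate 1, within 1.5 times the paper's number. It called 15 lower, where the paper gives 37, and 35 with 0 replaced by 0.5, 33 at a mean FPKM of at least 1, 33 with noise from all 4 groups, and 36, 43 and 37 without control replicates 1, 2 and 3. At 500 μg/mL it called 174 higher, where the paper gives 490, and 452 with a pseudocount of 1 and 489 without control replicate 1. It called 43 lower, where the paper gives 177, and 126 with 0 replaced by 0.5 and 176 without control replicate 1. At 1000 μg/mL it called 384 higher, where the paper gives 872, and 600 with 0 replaced by 0.5, 805 with a pseudocount of 1 and 871 without control replicate 1. It called 144 lower, where the paper gives 383, and 326 with 0 replaced by 0.5, 310 at a mean FPKM of at least 1, 270 with noise from all 4 groups, 321 scaled to a common median, 532 with a pseudocount of 1 and 383 without control replicate 1. The other settings of the rule gave numbers more than 1.5 times away from the paper's.

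At all 3 doses, the rule called 41 genes higher, where the paper shows about 140 in Fig. 2c, read by eye, and 9 lower, where it shows about 27 in Fig. 2d, read by eye. The first was 141 with a pseudocount of 1 and 141 without control replicate 1, and the second 26 with 0 replaced by 0.5, 22 at a mean FPKM of at least 1, 21 with noise from all 4 groups, and 27, 36 and 32 without control replicates 1, 2 and 3. Under the other settings both differed from the paper's.

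A log2 ratio of group means is listed as different when its sign differs from the paper's (a ratio of 0 counts as another sign) or the gap is larger than the SD of log2 FPKM between the replicates, the larger of the control and the dose. jgi_Trias1_65433 had 2.79 at 1000 μg/mL with 12 libraries and 2.57 without control replicate 1, where Table 1 gives about 1.1, read by eye; both differ. For these other genes of Table 1, read by eye, the values with 12 libraries differ from the paper's and those without control replicate 1 do not: jgi_Trias1_138659 at 500 μg/mL, -0.033 against about 0.91, and 0.91 without control replicate 1; jgi_Trias1_30770 at 100 μg/mL, 0.22 against about -0.17, and -0.17 without control replicate 1; jgi_Trias1_48262 at 100 μg/mL, 0.0062 against about -0.36, and -0.36 without control replicate 1; jgi_Trias1_145144 at 100 μg/mL, -0.24 against about 0.82, and 0.82 without control replicate 1. The same holds in Table 2, read by eye: jgi_Trias1_71461 at 100 μg/mL, 0.00 against about -0.46, and -0.58 without control replicate 1; jgi_Trias1_183540 at 100 μg/mL, -1.08 against about 0.7, and 0.74 without control replicate 1; jgi_Trias1_183540 at 500 μg/mL, -0.58 against about 1.2, and 1.24 without control replicate 1; jgi_Trias1_47917 at 100 μg/mL, -0.061 against about 1.1, and 1.05 without control replicate 1; jgi_Trias1_66307 at 500 μg/mL, 0.00 against about -0.46, and -0.58 without control replicate 1; jgi_Trias1_33660 at 500 μg/mL, 0.00 against about -0.46, and -0.58 without control replicate 1; jgi_Trias1_48349 at 100 μg/mL, 0.11 against about -0.24, and -0.24 without control replicate 1. For jgi_Trias1_153741 the values with 12 libraries were 2.64 at 100 μg/mL and 3.13 at 500 μg/mL, where Table 2 gives about 4.8 and about 5.3, read by eye; control replicates 2 and 3 are listed at 0, so no ratio is given without replicate 1. With 0 replaced by 0.01 in these, the setting gives numbers close to the paper's, but their size is set by the replacement.

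Other gaps as wide have the same sign and lie within that SD, which includes control replicate 1, so they are not counted as differences. Those of the genes above are, with the paper's values read by eye: jgi_Trias1_138659 at 100 μg/mL, -1.89 against about -0.95, and -0.95 without control replicate 1 (Table 1); jgi_Trias1_138659 at 1000 μg/mL, 1.12 against about 2.1, and 2.06 without control replicate 1 (Table 1); jgi_Trias1_145144 at 500 μg/mL, 0.39 against about 1.5, and 1.45 without control replicate 1 (Table 1); jgi_Trias1_145144 at 1000 μg/mL, 1.08 against about 2.1, and 2.14 without control replicate 1 (Table 1); jgi_Trias1_183540 at 1000 μg/mL, 0.72 against about 2.5, and 2.54 without control replicate 1 (Table 2); jgi_Trias1_47917 at 500 μg/mL, 0.62 against about 1.7, and 1.72 without control replicate 1 (Table 2); jgi_Trias1_47917 at 1000 μg/mL, 1.21 against about 2.3, and 2.32 without control replicate 1 (Table 2). Smaller gaps of this kind are not listed.

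The paper gives 49 peroxidases, 13 P450 monooxygenases, 5 catalases and 41 thioredoxins as upregulated. These equal numbers of genes listed in classes of Additional file 7, whose legend also provides for downregulated genes. The 49 genes form the class named peroxisome there, not a class of peroxidases. The annotation names peroxid or catalase for 5 of these 49. Over 11 libraries, the rule called 115 of the 123 genes of Additional file 7 higher at 1 or more doses and 8 lower only; higher were 45 of 49 genes of the peroxisome class, 12 of 13 P450 monooxygenases, 3 of 5 catalases and 38 of 41 thioredoxins. The glutathione metabolism (23), superoxide dismutase (2) and ABC transporter (13) genes were all called higher. The fold changes and probabilities in Additional file 7 itself give the same tallies of higher and lower genes per class.

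The paper states that only 1 of the acetylcholinesterase genes of Table 2 was altered, at 1000 μg/mL. With 12 libraries limma called 3 of the 16 genes higher (jgi_Trias1_176143, jgi_Trias1_47917 and jgi_Trias1_47958) and the rule 0; over 11 libraries limma called 3 and the rule 1, jgi_Trias1_176143. Of the 5 genes of Table 1 that the paper gives as upregulated, limma called 4 and the rule 1 with 12 libraries, and both called 5 over 11.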

Other observations

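In this part, the tests of a swap, of a wrong label and of handling shared by libraries with the same number, the splits of the limma comparisons and the test of the P450 genes were chosen only after the results were seen; the other tests were set before.

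Control replicate 1 lies apart from the other controls. Of 8916 genes, 2741 were more than 2-fold higher and 864 more than 2-fold lower in it than in the others; between control replicates 2 and 3 the numbers were 160 and 191. In a principal component analysis it had the largest loading on the second component (0.84), which carried 20.8% of the variance. Lower depth would act on weakly expressed genes, but 32.1% of the 1630 genes with a mean FPKM of at least 100 were also 2-fold apart, against 1.72% between the other controls. A single scaling factor was tested by centring each library on its median, after which 2824 genes were 2-fold apart, 1786 of them among the 3605 before centring. A swap with a treated library would leave a treated library among the controls, and 0 treated libraries lay nearer to control replicates 2 and 3 than to their own group. A treated library with the wrong label would correlate with its group as its members do. The highest correlation of control replicate 1 with a treated library was 0.916, and the lowest within a treated group was 0.970. A mix of control and treated material would lie between the others, but 734 genes of control replicate 1 were 2-fold outside the range of the other 11 libraries, against at most 37 for any other library. Handling shared by all libraries numbered 1 was tested by the correlation across genes of their deviations from their groups, which was -0.208 between control replicate 1 and replicate 1 at 1000 μg/mL, so handling shared by all 4 of them is argued against. With replicate 1 at 100 and 500 μg/mL it was 0.495 and 0.333, and 0.408 between these, while among the libraries numbered 3 the same pairs gave 0.431, 0.333 and 0.398, so handling shared by the libraries numbered 1 of the control, 100 and 500 μg/mL stays open. A sample from outside these groups, contamination and another state of growth of that culture stay open too. No biological explanation was tested, since the labels give none for this library.

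The number of calls was compared with other splits of the same libraries. For limma at 100, 500 and 1000 μg/mL against the control and for both comparisons of neighbouring doses, 1 of 10 splits, the real one, gave as many calls, and the other splits gave at most 1 gene. For the NOISeq rule at each dose, 1 of 10 splits gave as many genes, and the largest number in another split was 68 against 74 at 100 μg/mL, 63 against 217 at 500 μg/mL and 28 against 528 at 1000 μg/mL. With 10 splits chance cannot be excluded. For the F-test over the 4 groups, 1 of 100 random splits, the real one with 3034 genes, gave as many, and the largest of the others gave 1134, so chance as the source of the whole count can be excluded.

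The genes outside the paper's tables with the largest falls at 1000 μg/mL were jgi_Trias1_56705 and jgi_Trias1_24714. jgi_Trias1_56705 went from 270.4 ± 91.3 to 6.18 ± 1.61 FPKM (SD, n = 3 each), a log2 fold change of -5.06 (adjusted p = 3.04e-06 from limma) over 11 libraries and -5.20 (adjusted p = 1.72e-06) over 12. jgi_Trias1_24714, annotated as an alpha subunit of a sodium/potassium-transporting ATPase, went from 191 ± 39.4 to 4.41 ± 0.69 FPKM (SD, n = 3 each), a log2 fold change of -5.32 (adjusted p = 3.23e-08) over 11 libraries and -5.14 (adjusted p = 5.91e-08) over 12. Both were also called lower at 100 and 500 μg/mL.

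A hypothesis from these data is that the genes of the P450 class of Additional file 7 may be lower at 1000 than at 500 μg/mL more often than the other classes. They are called P450 genes here, although the annotation names a P450 or monooxygenase for only 8 of the 13. The mean FPKM was lower at 1000 than at 500 μg/mL in 9 of 13 P450 genes and in 17 of the 110 genes of the other classes (Fisher's exact test, two-sided, p = 9.48e-05). The other classes are not alike: it was lower in 3 of 5 catalase genes, 12 of 49 of the peroxisome, 4 of 23 of glutathione metabolism, 2 of 13 ABC transporters, 3 of 41 thioredoxins and 0 of 2 superoxide dismutases, so the difference is from these classes together and not from each. A gene can stand in more than 1 class. The control libraries do not enter this comparison, so it does not show a peak: jgi_Trias1_136021 of the P450 class fell with each dose, from a mean of 2642 FPKM in the control to 158 at 1000 μg/mL. The class was chosen for its values, genes are not independent of each other, and the study picked the list on these libraries, so the test does not establish the pattern. Scaling of the libraries would shift all genes alike, but it would turn only genes with close means at both doses. The counts per class therefore need not move alike, and they were not repeated with rescaled libraries. Scaling stays open, and other technical explanations were not tested.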
